# Far upstream element‐binding protein 1 confers lobaplatin resistance by transcriptionally activating PTGES and facilitating the arachidonic acid metabolic pathway in osteosarcoma

**DOI:** 10.1002/mco2.257

**Published:** 2023-05-09

**Authors:** Qiong Ma, Jin Sun, Huan Wang, Chengpei Zhou, Chenyu Li, Yonghong Wu, Yanhua Wen, Xiaoyu Zhang, Xingguang Ren, Zheng Guo, Li Gong, Wei Zhang

**Keywords:** arachidonic acid metabolic pathway, FUBP1, lobaplatin resistance, osteosarcoma, PTGES

## Abstract

Drug resistance is a major obstacle in cancer treatment and recurrence prevention and leads to poor outcomes in patients suffering from osteosarcoma. Clarification of the mechanism of drug resistance and exploration of effective strategies to overcome this obstacle could lead to clinical benefits for these patients. The expression of far upstream element‐binding protein 1 (FUBP1) was found to be markedly elevated in osteosarcoma cell lines and clinical specimens compared with osteoblast cells and normal bone specimens. High expression of FUBP1 was correlated with a more aggressive phenotype and a poor prognosis in osteosarcoma patients. We found that overexpression of FUBP1 confers lobaplatin resistance, whereas the inhibition of FUBP1 sensitizes osteosarcoma cells to lobaplatin‐induced cytotoxicity both in vivo and in vitro. Chromatin immunoprecipitation‐seq and RNA‐seq were performed to explore the potential mechanism. It was revealed that FUBP1 could regulate the transcription of prostaglandin E synthase (PTGES) and subsequently activate the arachidonic acid (AA) metabolic pathway, which leads to resistance to lobaplatin. Our investigation provides evidence that FUBP1 is a potential therapeutic target for osteosarcoma patients. Targeting FUBP1, its downstream target PTGES and the AA metabolic pathway may be promising strategies for sensitizing chemoresistant osteosarcoma cells to lobaplatin.

## 1 INTRODUCTION

Osteosarcoma is the most common primary malignant bone tumor, which mainly develops in the long bones and has a poor prognosis.^1^ The current treatment for osteosarcoma is a combination of aggressive surgical resection and chemotherapy.^2^ Platinum‐based chemotherapeutics, including cisplatin, oxaliplatin, and lobaplatin, are commonly used in the clinic against osteosarcoma.^3^ Lobaplatin is a third‐generation platinum‐based antitumor agent that shows fewer side effects and better antitumor activity.^4^ However, recurrence and metastasis remain difficult problems for patients after several courses of treatment. Most patients who succumb to osteosarcoma exhibit marked chemoresistance. This has motivated efforts to acquire a better understanding of the molecular mechanism of chemoresistance in osteosarcoma, which would potentially provide novel opportunities for patients.

Arachidonic acid (AA) is a 20‐carbon fatty acid with 4 double bonds.^5^ Evidence has demonstrated that this tetra‐unsaturated fatty acid plays a pivotal role in not only normal cellular membrane fluidity but also numerous enzymatic processes that yield active lipid mediators.^6^ In addition, the polyunsaturated fatty acid biosynthesis pathway, which includes AA, plays an essential role in ferroptosis in gastric cancer.^7^ Regarding resistance to chemotherapeutics, Cioce et al. reported increased levels of AA in transformed mesothelioma cells treated with pemetrexed and concluded that AA is an early mediator in the adaptation to pemetrexed in malignant pleural mesothelioma.^8^ More importantly, suppressing the AA pathway could hinder the chemotherapy‐induced repopulation of ovarian cancer cells, which indicates that inhibition of the AA pathway might have therapeutic potential.^9^ However, no investigation has shown the role of AA metabolism in lobaplatin resistance in human osteosarcoma, and the molecules that can regulate the activation of the AA pathway in the above process are still unknown.

As a multifunctional DNA‐ and RNA‐binding protein, far upstream element‐binding protein 1 (FUBP1) mainly functions in transcription processes and regulates the expression of its target genes. There is increasing evidence of the oncogenic role of FUBP1 in several types of tumors, including hepatocellular carcinoma,^10^ gastric cancer,^11^ neuroblastoma,^12^ leukemia,^13^ and nasopharyngeal carcinoma.^14^ The molecular basis and signal transduction pathway by which FUBP1 contributes to the progression of tumors are currently being investigated. The well‐known oncogene MYC was determined to be a downstream gene regulated by FUBP1 in several independent investigations. It was reported that FUBP1 can activate MYC transcription to promote proliferation, invasion, and metastasis in some types of human cancer cells^15^ and enforce the epigenetic setpoint for MYC expression in primary single murine cells.^16^ Regarding chemotherapy resistance, knockdown of FUBP1 was found to decrease the migration and metastasis of triple‐negative breast cancer cells and enhance their sensitivity to cisplatin.^17^ On the other hand, FUBP1 knockdown was reported to enhance bromodomain and extraterminal domain inhibitor resistance in pancreatic cancer cells by decreasing the expression of c‐Myc.^18^ These investigations highlight that FUBP1 could be used as a therapeutic candidate for patient‐tailored treatment alongside chemotherapy for different tumors. Our previous research found that FUBP1 could decrease the sensitivity of osteosarcoma cells to lobaplatin.^19^ However, the specific mechanisms and signaling pathway remain unclear.

Prostaglandin E synthase (PTGES) is a critical synthase involved in prostaglandin E2 (PGE2) biosynthesis in AA metabolism. It is usually expressed at low levels when cells are not under stress. However, inflammation and the presence of cancer cells can rapidly induce high PTGES expression.^20^ PTGES is considered a valuable target in the treatment of inflammation and cancers.^21^ However, the role of PTGES in chemoresistance is unclear.

In this study, we explored the effects of FUBP1 in lobaplatin resistance both in vitro and in vivo. Chromatin immunoprecipitation (ChIP)‐seq and RNA‐seq were performed to explore the potential mechanism. This led us to identify the PTGES and the AA metabolic pathway as probable targets of reduced susceptibility to lobaplatin and the markers to predict lobaplatin responsiveness and clinical outcomes. Luciferase assay and rescue experiments verified that FUBP1 could transcriptionally bind to the promoter of PTGES and promote lobaplatin resistance. Truncation assay revealed the binding fragments. In addition, both the selective PTGES inhibitor CAY10526 and EP2 agonist Evatanepag were used to confirm the contribution of FUBP1 to lobaplatin resistance by means of AA metabolism. Our study indicated the potential therapeutic value of FUBP1 and AA metabolism for increasing the sensitivity to lobaplatin in patients with osteosarcoma.

## 2 RESULTS

### 2.1 FUBP1 overexpression correlates with human osteosarcoma progression and drug resistance

We compared the expression of FUBP1 in osteosarcoma cell lines, an osteoblast cell line, osteosarcoma tumor tissues, and nontumorous bone tissues at both the protein and mRNA levels. FUBP1 was clearly upregulated in the six different osteosarcoma cell lines and six osteosarcoma tumor tissues compared to the osteoblast cell line human fetal osteoblasts (hFOB) 1.19 and normal bone tissues (Figure 1A–D). To further investigate the clinical significance of FUBP1 in osteosarcoma patients, a cohort of 60 patients who were treated with platinum‐based chemotherapy was included (Table S1). Immunohistochemistry (IHC) analysis showed that FUBP1 was markedly upregulated in osteosarcoma tissues compared with normal bone tissues (Figure 1E). In addition, specimens resistant to platinum‐based chemotherapy demonstrated stronger positive expression of FUBP1 than the sensitive specimens (*n* = 60, *n*_sens_ = 31, *n*_res_ = 29, Figure 1F). The survival analysis demonstrated that high expression of FUBP1 correlated with poor overall patient survival (Figure 1G). Furthermore, FUBP1 was mainly localized in the nuclei of osteosarcoma cells according to the results of the immunofluorescence (IF) assay (Figure 1H) and the fluorescence in situ hybridization (FISH) assay (Figure S1). These results suggest that FUBP1 has potential clinical value for predicting disease outcome in osteosarcoma.

**FIGURE 1:**
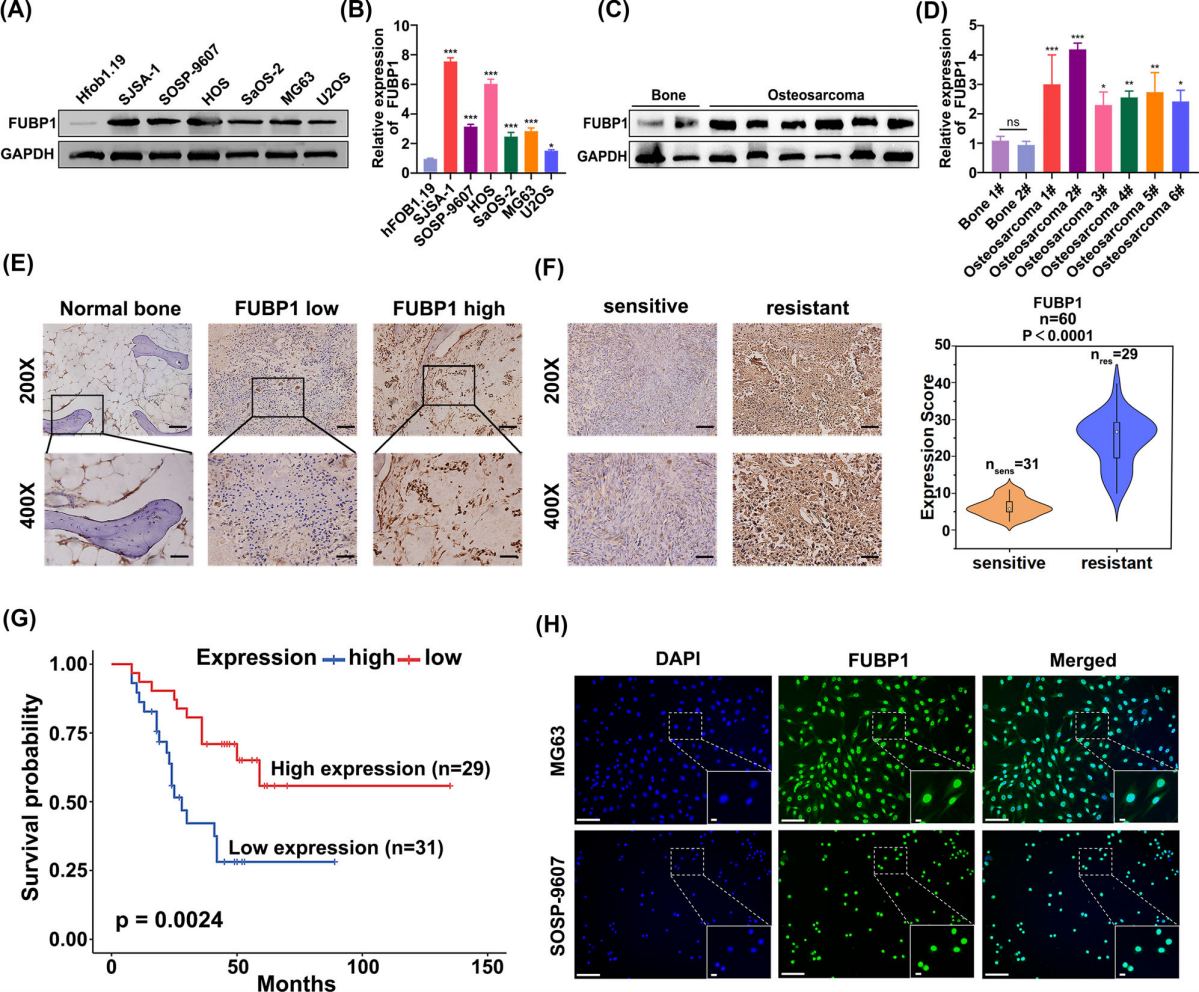
High far upstream element‐binding protein 1 (FUBP1) expression was correlated with human osteosarcoma progression and a poor prognosis. (A) Western blotting analysis of FUBP1 expression in the osteoblast cell line human fetal osteoblasts (hFOB) 1.19 and six cultured osteosarcoma cell lines. GAPDH was used as a protein loading control. (B) The expression of FUBP1 was detected in the osteoblast cell line hFOB 1.19 and six cultured osteosarcoma cell lines by RT‐PCR. *p < 0.05, **p < 0.01, ***p < 0.001. (C) Western blotting analysis of FUBP1 expression in six primary osteosarcoma tissues and their matched adjacent normal bone tissues. GAPDH was used as a protein loading control. (D) Expression of FUBP1 was detected in osteosarcoma tissues and their matched adjacent normal bone tissues by RT‐PCR. (E) Immunohistochemistry (IHC) staining indicating the FUBP1 protein levels in human osteosarcoma tissues compared with normal bones. Scale bars = 100 µm (×200), scale bars = 50 µm (×400). (F) The expression of FUBP1 in platinum‐sensitive and platinum‐resistant osteosarcoma tissues using IHC staining. Scale bars = 100 µm (×200), scale bars = 50 µm (×400). (G) Kaplan‒Meier overall survival curves comparing osteosarcoma patients with low and high FUBP1 expression levels (*n* = 60; *p* < 0.01). (H) Immunofluorescence staining showed that FUBP1 was predominantly located in the nuclei of MG63 and SOSP‐9607 osteosarcoma cells (scale bars = 200 µm, scale bars = 12.5 µm).

### 2.2 FUBP1 confers lobaplatin resistance in osteosarcoma in vitro and in vivo

Drug‐resistant tumor cells show abnormal regulation of proliferation and apoptosis. To investigate the role of FUBP1 in osteosarcoma cells, osteosarcoma cell lines in which FUBP1 was overexpressed or knocked down were constructed (Figure S2). The protein levels of cleaved caspase 3 and cleaved poly (ADP‐ribose) polymerase (PARP) were significantly decreased in FUBP1‐overexpressing osteosarcoma cells. In the FUBP1 knockdown cells transfected with the small interfering RNA (siRNA), the trends were the opposite (Figure 2A, Figure S3). The proportion of apoptotic cells in FUBP1‐overexpressing osteosarcoma cells treated with lobaplatin was markedly reduced, whereas this proportion was increased in FUBP1‐silenced osteosarcoma cells (Figure S4A,B). The colony formation assay showed that the colony formation efficiency of FUBP1‐overexpressing osteosarcoma cells (MG63 and SOSP‐9607) treated with lobaplatin increased, whereas that of FUBP1‐silenced cells declined sharply compared with that of the control cells (Figure 2B, *p* < 0.05). Moreover, the IC_50_ values for lobaplatin were 14.95 µg/mL (MG63‐Vector) and 28.36 µg/mL (MG63‐FUBP1) for the FUBP1‐overexpressing MG63 cells and 7.94 µg/mL (SOSP‐9607‐Vector) and 10.04 µg/mL (SOSP‐9607‐FUBP1) for FUBP1‐overexpressing SOSP‐9607 cells. For the FUBP1 knockdown tumor cells, the IC_50_ values were 10.69 µg/mL (MG63‐siRNA‐NC), 7.25 µg/mL (FUBP1 si#1), and 8.05 µg/mL (FUBP1 si#2) for the MG63 cells and 18.26 µg/mL (SOSP‐9607‐siRNA‐NC), 10.45 µg/mL (FUBP1 si#1), and 10.33 µg/mL (FUBP1 si#2) for the SOSP‐9607 cells (Figure 2C). The significant increases in IC_50_ values in FUBP1‐overexpressing osteosarcoma cells and decreases in IC_50_ values in FUBP1‐silenced cells versus control cells suggest that FUBP1 enhances the resistance of osteosarcoma cells to lobaplatin in vitro. These results revealed that dysregulation of FUBP1 is involved in lobaplatin resistance in osteosarcoma cells.

**FIGURE 2:**
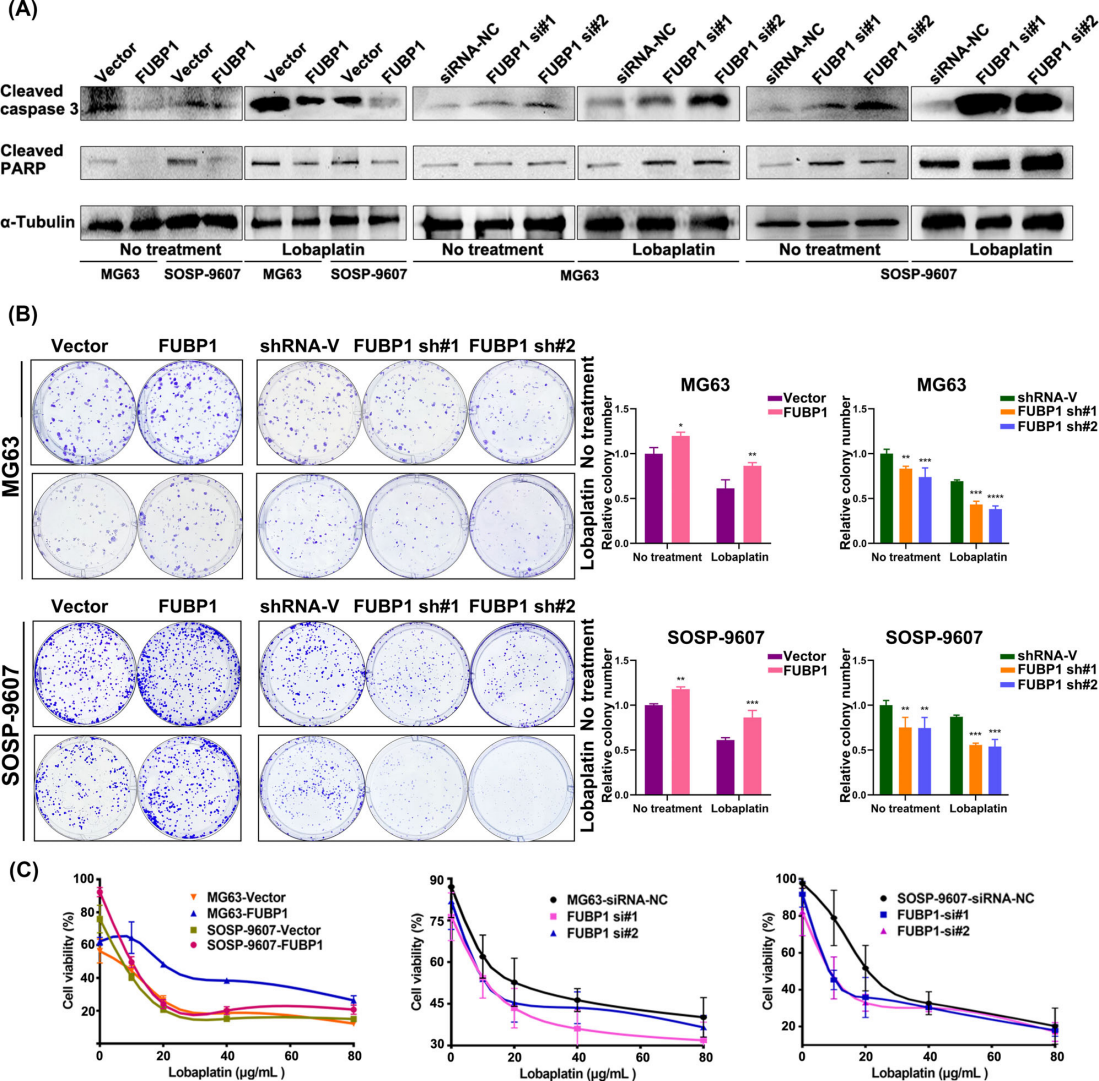
Far upstream element‐binding protein 1 (FUBP1) conferred lobaplatin resistance in osteosarcoma in vitro. (A) Western blotting analysis of cleaved caspase 3 and cleaved poly (ADP‐ribose) polymerase (PARP) in the indicated cells; α‐tubulin was used as a loading control. (B) Colony formation assays were used to determine the proliferation ability of the indicated cells. Representative images and quantification are shown. (C) CCK‐8 assays were performed to determine the viabilities of the indicated cells. Cells without any treatment were considered the control. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. shRNA‐V, scrambled shRNA.

To validate the function of FUBP1 in vivo, a nude mouse xenograft model was utilized to assess the effect of FUBP1 on osteosarcoma chemoresistance. Nude mice were inoculated subcutaneously with control overexpression vector, FUBP1‐overexpression lentivirus, vector control‐short hairpin RNA (shRNA), or FUBP1 shRNA using both MG63 and SOSP‐9607 cells. Lobaplatin treatment was initiated once every 3 days at a dosage of 3 mg/kg once the tumor volume reached 0.125 cm^3^. At the end of treatment, the mice were sacrificed, and the tumors were harvested and examined (Figure 3A,B). The MG63 tumor volumes in the FUBP1‐overexpressing mice were significantly larger than those in the vector‐overexpressing mice after lobaplatin treatment. A significant reduction in tumor weights was observed in FUBP1 knockdown xenografts upon lobaplatin treatment compared with the tumors of control mice inoculated with vector control shRNA (Figure 3C,D). FUBP1 played a similar role in SOSP‐9607 osteosarcoma cells (Figure S5). We also found that the differences in tumor weights and volumes were remarkably larger in the lobaplatin‐treatment group than in the group without lobaplatin treatment. These results suggest that FUBP1 confers osteosarcoma resistance to lobaplatin in vivo.

**FIGURE 3:**
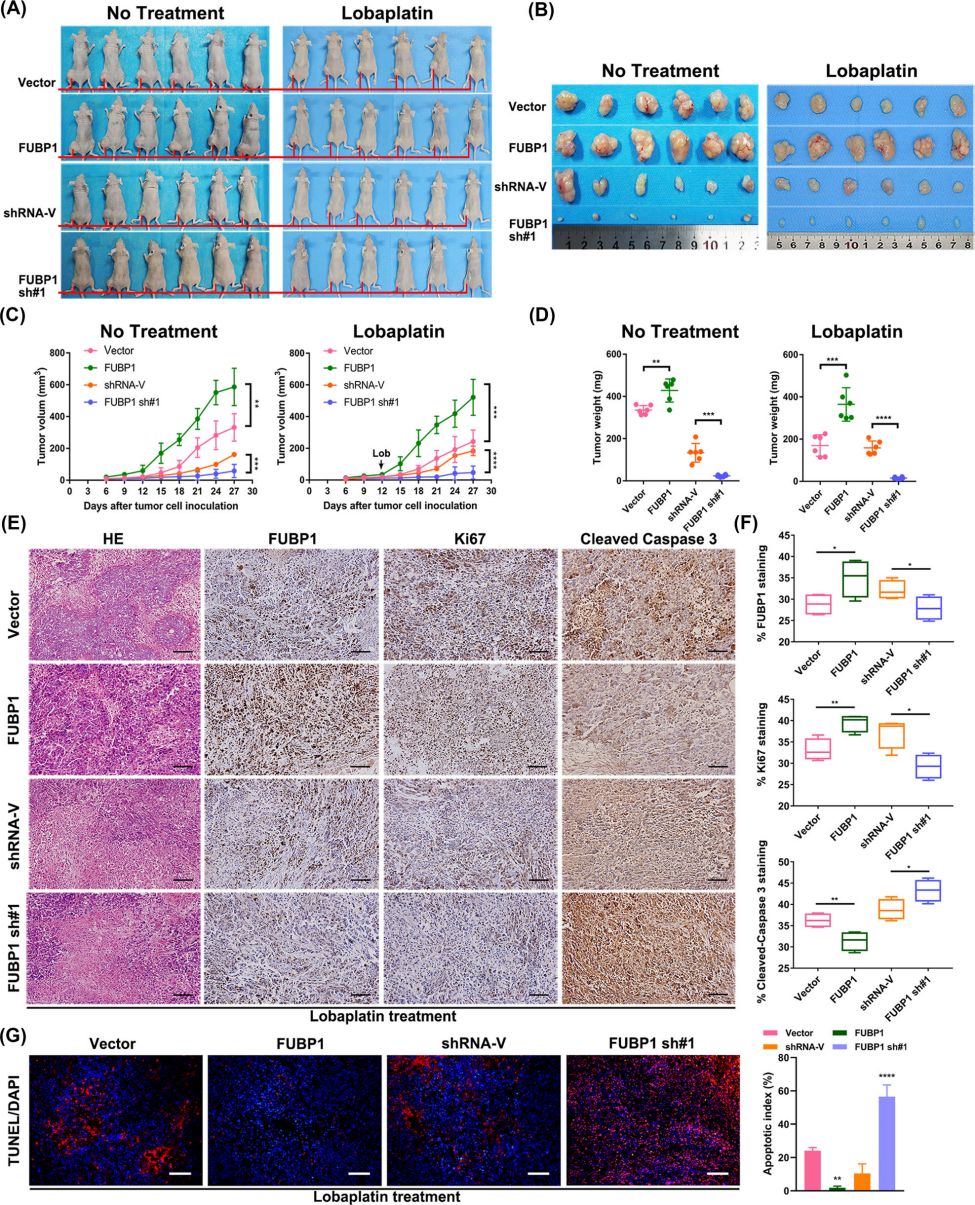
Far upstream element‐binding protein 1 (FUBP1) conferred lobaplatin resistance in osteosarcoma in vivo. (A) Representative images of tumor‐bearing mice inoculated with the indicated cells and then treated with or without lobaplatin. (B) All tumors were acquired from nude mice in each group. (C) Tumor volumes were measured and recorded on the indicated days. (D) Tumor weights were recorded and are indicated as the means ± standard error of the means (SEMs). (E) Hematoxylin–eosin staining and immunohistochemistry staining with antibodies against FUBP1, Ki67, and cleaved caspase‐3 were performed on xenograft tumor tissue sections from the lobaplatin‐treatment group (scale bars = 100 µm). (F) Box‐and‐whisker plots showing the mean ± SEM values for Ki67 and cleaved caspase 3 staining from each group of lobaplatin‐treated mice (*n* = 6). (G) After fixation with paraformaldehyde, TdT‐mediated dUTP nick end labeling (TUNEL) staining assays demonstrated cell apoptosis in the indicated tissues (scale bars = 100 µm). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Quantification of cell proliferation and apoptosis in MG63 and SOSP‐9607 xenografts was performed using IHC staining. The results showed that upon lobaplatin treatment for 4 weeks, FUBP1‐overexpressing xenografts derived from two different osteosarcoma cell lines displayed higher expression of FUBP1 and Ki67 than the vector‐overexpressing mice and lower expression of cleaved caspase 3 than the control xenografts, whereas FUBP1 knockdown xenografts derived from two different osteosarcoma cell lines demonstrated weak FUBP1 and Ki67 staining and more cleaved caspase 3 activation (Figure 3E,F, Figure S6A,B). These results indicate that apoptosis was induced by lobaplatin in each group, and FUBP1‐overexpressing xenografts showed more proliferative and fewer apoptotic tumor cells than the vector‐overexpressing and FUBP1‐silenced xenografts, which resulted in resistance to lobaplatin (Figure 3G, Figure S6C).

### 2.3 ChIP‐seq and RNA‐seq reveal the probable downstream genes of FUBP1

To identify the key downstream target of FUBP1, ChIP‐seq and RNA‐seq were performed using the human osteosarcoma cell line MG63 (Figure 4A–D, Figure S7). 

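For the RNA-seq experiment, MG63 cells, an established human osteosarcoma line, were transfected with siRNA against FUBP1 (siFUBP1) or with a negative control (siMock), and RNA was taken 48 h later from 3 samples of each group. An siRNA is a short double-stranded RNA whose guide strand directs the cleavage of a complementary mRNA. The paper's text does not name which of the FUBP1 siRNAs of Table S5 was sequenced, nor the aligner or the counting program. The authors deposited the number of reads counted on each of 58735 genes, without normalization, together with FPKM values and their own comparison by DESeq2. The identifiers, starts and ends of all 58735 genes match GENCODE release 29 on GRCh38. Total counts lay between 16309900 and 17484313 in siMock, with a median of 16889572, and between 16499842 and 17073410 in siFUBP1, with a median of 16502690. From these counts, 16116 genes passed edgeR's expression filter and were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. Choices that could change the numbers include the filter on low counts, the normalization and the threshold on the fold change. The scale of the values and a correction for GC content and transcript length could change them too. Normalized counts are given as CPM, the counts divided by the TMM-scaled library size. FUBP1 itself (ENSG00000162613, chromosome 1, 77944055 to 77979110, minus strand) had 3872 to 4331 counts in the siMock samples and 749 to 926 in the siFUBP1 samples. Its normalized level was 255 ± 18.5 CPM (SD, n = 3) in siMock and 46.9 ± 5.33 CPM (SD, n = 3) in siFUBP1. The log2 fold change was -2.44 (standard error 0.0895, adjusted p = 1.90e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which left 18.4% of the siMock level. The alternative that moved it most, limma on log2(FPKM + 1), gave -2.31. Every siFUBP1 sample lay below every siMock sample, for which an exact permutation test of 3 samples against 3 cannot give a p under 0.10. The related genes FUBP3 and KHSRP had log2 fold changes of -0.0484 (adjusted p = 0.614) and -8.74e-04 (adjusted p = 0.994) in the same edgeR test. The sign of KHSRP changed with the processing, and with a correction for GC content and transcript length, chosen after the data were seen, it was at 0.20 (adjusted p = 0.00369, in a range from 0.00369 to 0.995 over the alternatives by edgeR, DESeq2 or limma). For FUBP3 the same correction gave -0.15 (adjusted p = 0.0424, in a range from 0.0424 to 0.968 over the alternatives by edgeR, DESeq2 or limma).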

Genes near the transcriptional start site (TSS), specifically from 3000 bp upstream to 500 bp downstream, were acquired, and genes that overlapped with the differentially expressed RNA‐seq genes (|log_2_ fold change| > 1, *p* value <0.05) were selected, narrowing the pool to 231 genes (Figure 4E). 

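In the same RNA-seq samples, IGFBP3 (ENSG00000146674, chromosome 7, 45912245 to 45921874 on GRCh38) rose from 273 ± 66.3 CPM (SD, n = 3) in siMock to 1146 ± 141 CPM (SD, n = 3) in siFUBP1. Its log2 fold change was 2.07 (standard error 0.18, adjusted p = 2.27e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PC, which encodes pyruvate carboxylase (ENSG00000173599, chromosome 11, 66848233 to 66958376), fell from 323 ± 24.4 CPM (SD, n = 3) to 149 ± 8.11 CPM (SD, n = 3), a log2 fold change of -1.12 (adjusted p = 6.06e-12 from edgeR). It shares 621 exonic bases with LRFN4 on the opposite strand, and since the text does not state whether the counting used the strand, its value is uncertain to that extent. With the correction for GC content and transcript length its log2 fold change was -0.78, short of the threshold of 1. GSN (ENSG00000148180, chromosome 9, 121207794 to 121332843), which encodes gelsolin, went from 104 ± 10.0 CPM (SD, n = 3) to 27.9 ± 2.67 CPM (SD, n = 3), and 279 of its exonic bases are shared with GSN-AS1 and 82 with AL513122.2 on the opposite strand. SULF2 (ENSG00000196562, chromosome 20, 47656348 to 47786616), which encodes a sulfatase, went from 63.7 ± 8.23 CPM (SD, n = 3) to 9.89 ± 2.96 CPM (SD, n = 3), and shares 96 exonic bases with NCOA3 and 212 with AL354813.1 on the opposite strand. ITGB3 (ENSG00000259207, chromosome 17, 47253846 to 47311816), an integrin subunit, was counted little, with 24 to 34 reads per siMock sample and 5 to 10 per siFUBP1 sample. It shares 2266 exonic bases with AC068234.1 on the same strand, so its counts are uncertain there. The 3-prime UTR of ITGB3 holds 1 match to the seed of the guide of RNAi#2, the bases 2 to 8 of an siRNA guide through which it can act on other mRNAs, and 1 to that of RNAi#3. That of IGFBP3, which rose, also holds 1 seed match of RNAi#3. The log2 fold changes of GSN, SULF2 and ITGB3 were -1.90, -2.69 and -2.05, with adjusted p of 4.43e-15, 2.84e-08 and 6.55e-05 from edgeR. For each of these 5 genes all siFUBP1 samples lay on one side of all siMock samples. The scale moved ITGB3 most, since limma on log2(FPKM + 1), a scale that understates the change of low genes, gave a log2 fold change of -0.37.

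**Figure D1:**
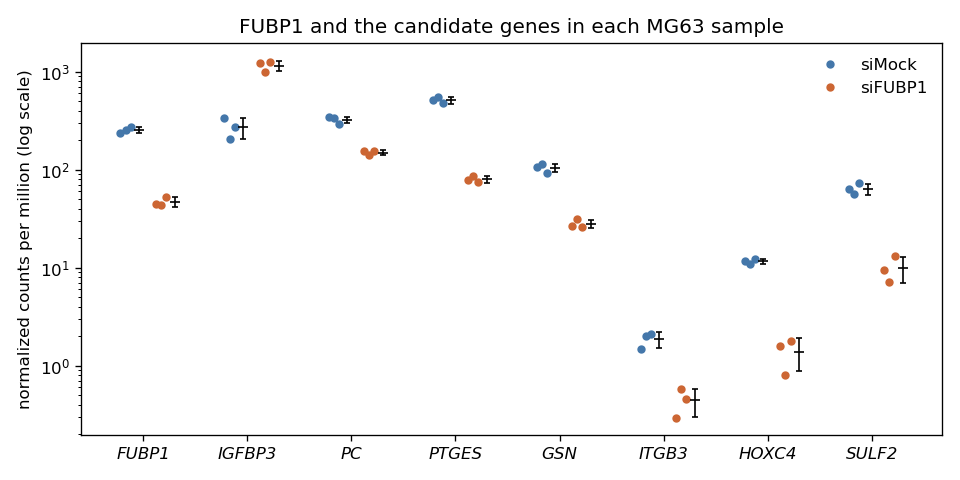
Normalized counts (CPM) on a log scale for FUBP1 and 7 candidate genes in each MG63 sample, with siMock and siFUBP1 in different colours, points for the 3 samples of a group and a black mark with bars for the mean and SD. IGFBP3 lies higher in all 3 siFUBP1 samples and each of the other genes lies lower.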

Real‐time PCR was performed to verify the expression of genes potentially downstream of FUBP1, which included IGFBP3, PC, PTGES, GSN, ITGB3, NCF2, HOXC4, and SULF2 (Table S2). The expression trends of PTGES, NCF2, and HOXC4 after FUBP1 overexpression by plasmid transfection or FUBP1 downregulation by siRNA transfection were consistent with those in the RNA‐seq results (Figure 5A–H).

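In the RNA-seq samples, PTGES (ENSG00000148344, chromosome 9 of GRCh38, 129738331 to 129753047, minus strand), which encodes prostaglandin E synthase, had 7406 to 9397 counts in siMock and 1300 to 1491 in siFUBP1. Its normalized level fell from 512 ± 39.5 CPM (SD, n = 3) to 79.5 ± 5.87 CPM (SD, n = 3). The log2 fold change was -2.69 (standard error 0.0868, adjusted p = 2.74e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -2.74 and -2.62 when each sample was left out in turn. HOXC4 (ENSG00000198353, chromosome 12, 54016931 to 54056030), a homeobox gene, had 184 to 191 counts in siMock and 14 to 31 in siFUBP1, a log2 fold change of -3.05 (standard error 0.21, adjusted p = 3.67e-12 from edgeR). HOXC4 shares 484 exonic bases with HOXC6 and 305 with HOXC5 on the same strand, so its counts are uncertain where the genes overlap. Its 3-prime UTR holds 1 seed match of RNAi#1.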

**FIGURE 4:**
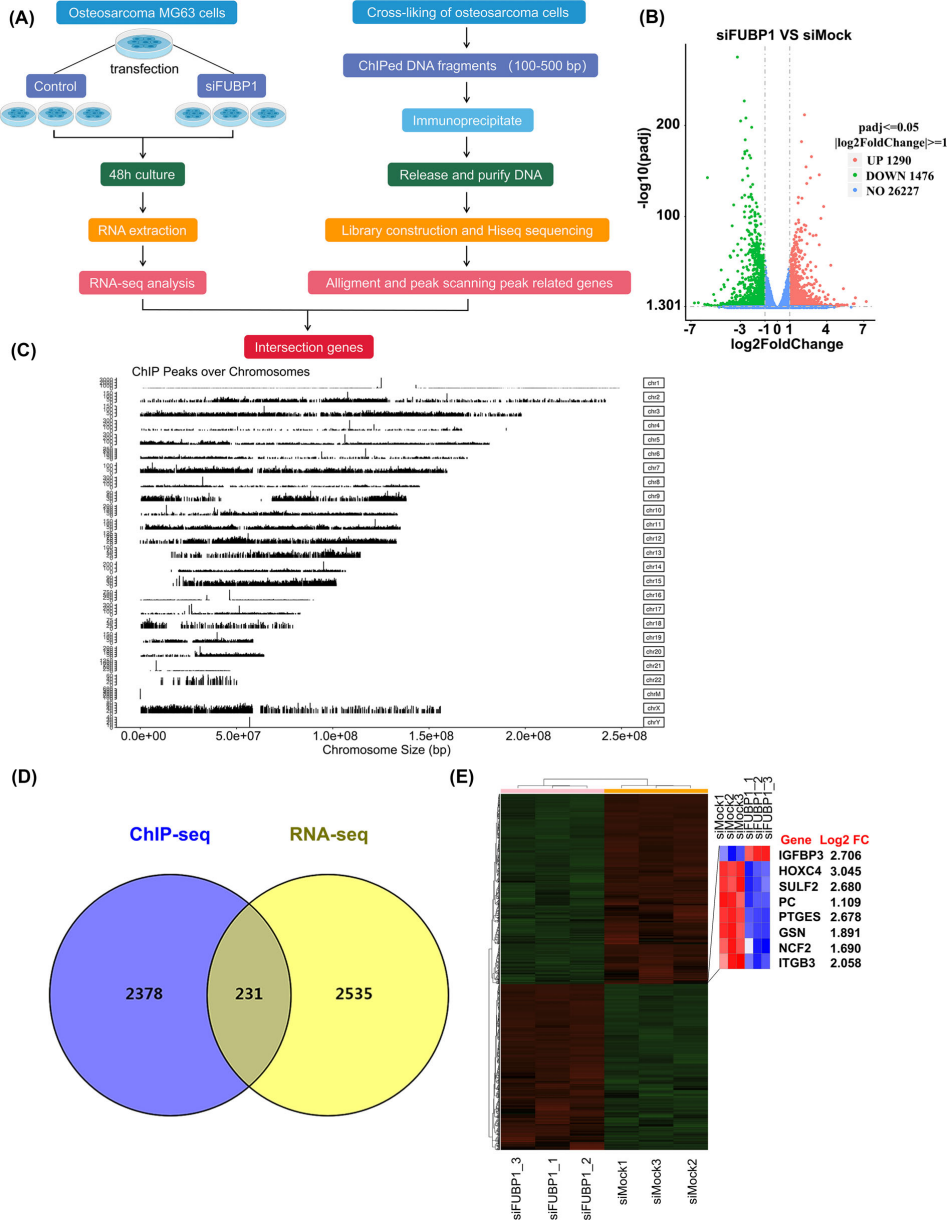
The key downstream genes of far upstream element‐binding protein 1 (FUBP1) were enriched using chromatin immunoprecipitation (ChIP)‐seq and RNA‐seq. (A) ChIP‐seq enrichment and RNA‐seq analysis workflow. (B) RNA‐seq analysis of the differentially expressed mRNAs between FUBP1‐knockdown and Ctrl‐treated MG63 osteosarcoma cells. The red dots represent upregulation, the green dots represent downregulation, and the blue dots represent genes whose fold change was less than twofold. A total of 28,993 genes were identified, including 1290 upregulated genes and 1476 downregulated genes (|log2 fold change| > 1, *p* < 0.05). (C) ChIP‐seq demonstrated the ChIP peaks over chromosomes using the FUBP1 antibody. (D) Venn diagram comparing the differentially expressed genes identified by RNA‐seq and those identified by ChIP‐seq. (E) A heatmap showing the mRNA expression levels of candidate genes in FUBP1 knockdown or Ctrl‐treated MG63 osteosarcoma cells.

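In the deposited counts, 1315 genes were higher and 1472 were lower in siFUBP1 than in siMock at an adjusted p below 0.05 and an absolute log2 fold change above 1, by edgeR's quasi-likelihood test. These 2787 genes were 17.3% of the genes tested. Without a threshold on the fold change, 4844 genes were higher and 4851 lower. The groups did not overlap for 10297 of the 16116 tested genes, or 63.9%, against 10% by chance with 3 samples in each group. The authors' deposited table gives a result for 28993 genes, which are the genes with at least 2 counts over the 6 samples. Of the genes higher here, 1160 were also called higher in the authors' deposited table, and of the genes lower here, 1338 were called lower there. Among protein-coding genes with a mean of at least 100 counts and no overlap between groups, the largest rise by edgeR was that of ASNS, with a log2 fold change of 4.31 (standard error 0.20, adjusted p = 2.01e-15 from edgeR). It was followed by ADM2 at 3.88, LEPR at 3.74, NUPR1 at 3.51 and ALDH1L2 at 3.38. ASNS and ADM2 were counted little in siMock, with 10 to 15 and 10 to 40 reads per sample, and their order changed with the processing. Without siMock replicate 1 ADM2 was at 4.74 and ASNS at 4.44, and with the correction for GC content and transcript length they were at 4.27 and 4.20. With limma on log2(FPKM + 1) the largest of these rises was that of NUPR1, at 2.68. The largest fall was that of CEACAM7, with a log2 fold change of -5.66 (standard error 0.15, adjusted p = 4.11e-20 from edgeR). BMF at -4.54, MUC16 at -4.29, WNT6 at -3.84 and NCCRP1 at -3.79 came next by edgeR. On the log2(FPKM + 1) scale the order of these 4 changed, with -3.70 for NCCRP1, -2.91 for WNT6, -1.62 for BMF and -1.12 for MUC16. By edgeR, the order of WNT6 and NCCRP1 also changed with the correction for GC content and transcript length. It changed too without siMock replicate 1, siFUBP1 replicate 1 or siFUBP1 replicate 3, and held with each other sample left out. The 3-prime UTR of BMF holds 2 seed matches of RNAi#2 and 3 of RNAi#3, and that of CEACAM7 holds 1 of RNAi#1. Genes that rose hold seed matches too: ADM2 and LEPR 1 each of RNAi#1, ALDH1L2 1 of RNAi#2, and NUPR1 1 of RNAi#2 and 3 of RNAi#3. MUC16 varied between the siMock samples, at 60.1 ± 19.9 CPM (SD, n = 3), against 3.07 ± 1.09 CPM (SD, n = 3) in siFUBP1.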

**FIGURE 5:**
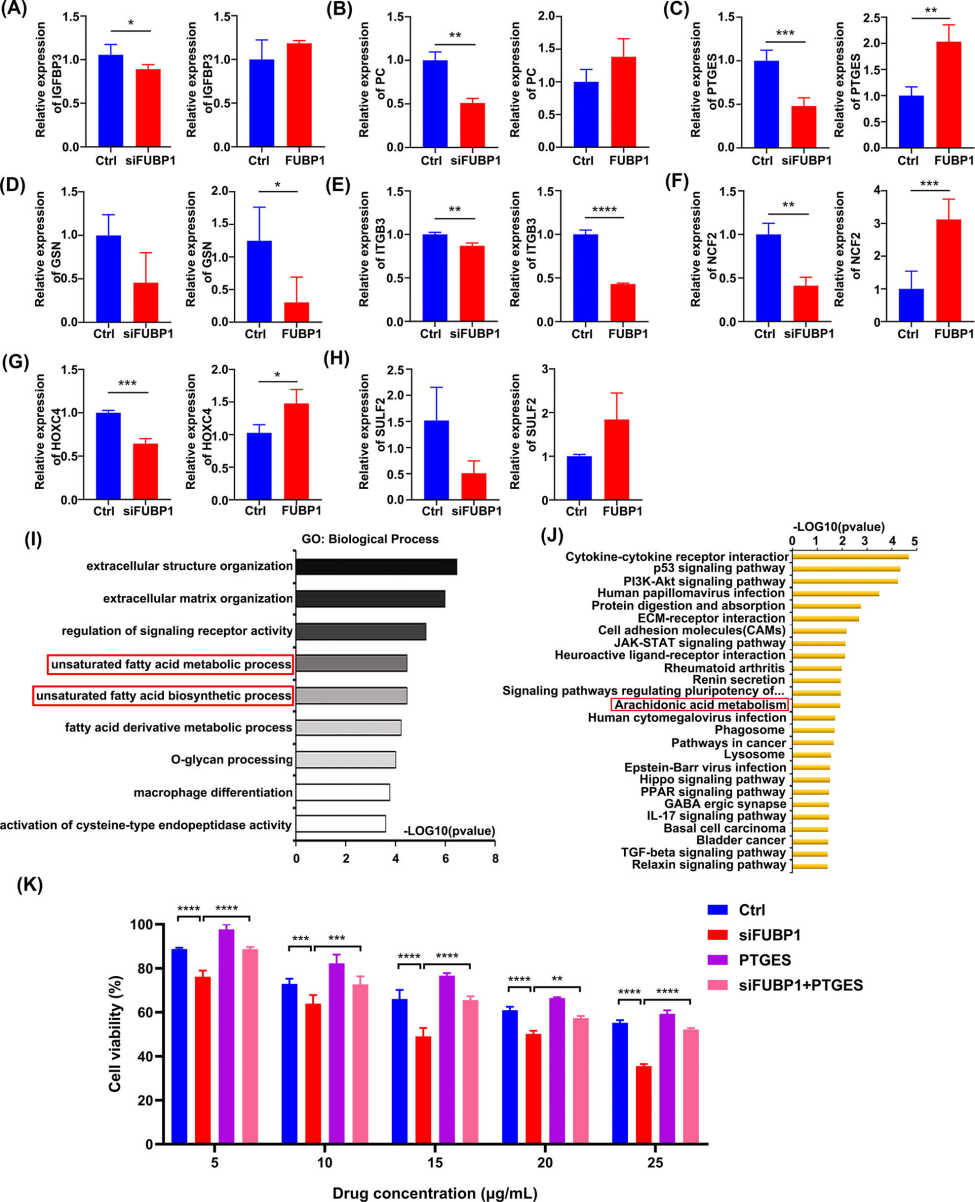
Real‐time PCR and informatics analysis were conducted to detect the candidate downstream genes of far upstream element‐binding protein 1 (FUBP1). (A) IGFBP3; (B) PC; (C) PTGES; (D) GSN; (E) ITGB3; (F) NCF2; (G) HOXC4; and (H) SULF2. GAPDH was used as a control. (I) Gene ontology analysis was performed to identify the enriched biological processes in FUBP1 knockdown osteosarcoma cells. The unsaturated fatty acid metabolism process and the unsaturated fatty acid biosynthesis process were both enriched. (J) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was conducted to identify enriched signaling pathways in the indicated cells. The arachidonic acid metabolism pathway was significantly enriched. (K) Osteosarcoma cells transfected with siFUBP1 and Ptges‐overexpression plasmids showed a significant elevation in chemoresistance to lobaplatin compared with that in cells transfected with only siFUBP1. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

According to the bioinformatics analysis, we found that the enriched gene ontology (GO) terms included unsaturated fatty acid metabolic process (GO: 0033559, *p* = 3.38E − 05) and unsaturated fatty acid biosynthetic process (GO: 0006636, *p* = 3.43E − 05) in the category of biological process (Figure 5I, Table S3). 

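A list of 41 genes of unsaturated fatty acid biosynthesis, written from memory and not identical to the GO terms, was compared with the genes called by edgeR. Of its 33 tested genes, 11 were called, 10 of them lower and 1 higher, and the count adjusted over the list alone was also 11. This was 33.3% of the list against 17.3% of the other tested genes (odds ratio 2.40, one-sided Fisher's exact test p = 0.0191, Benjamini-Hochberg adjusted p = 0.0239 over 5 lists). The odds ratio was 1.74 (adjusted p = 0.115 by the exact test) without siMock replicate 2, and 1.52 (adjusted p = 0.217) with no threshold on the fold change, and over all alternatives the adjusted p ran from 1.84e-04 to 0.217. The median log2 fold change of the list was -0.21 (adjusted p = 0.00405 from the camera set test). The list shares 22 genes with a list of arachidonic acid metabolism genes. Of the 16 shared genes that were tested, 8 were called, and of the other 17 tested genes 3 were called (odds ratio 1.02, p = 0.584 by the same one-sided exact test, a comparison chosen after the values were seen). Those 3 genes are SCD, ELOVL3 and ELOVL5, named here after their values were seen. SCD, the stearoyl-CoA desaturase, fell from 3319.6 ± 270.1 CPM (SD, n = 3) to 1398 ± 178 CPM (SD, n = 3). The log2 fold changes of SCD, ELOVL3 and ELOVL5 were -1.25, -1.98 and -1.22. The 3-prime UTR of ELOVL5 holds 1 seed match of RNAi#2 and 3 of RNAi#1, and that of SCD holds 1 of RNAi#1.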

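Arachidonic acid (AA) metabolism was examined with a list of 62 genes written from memory, which is not the KEGG file. Of these, 30 had enough counts to be tested and 16 had no count in any sample. Among the tested genes, 13 were called by edgeR, 11 lower and 2 higher, and the count adjusted over the list alone was also 13. They made up 43.3% of the tested list against 17.2% of the other tested genes (odds ratio 3.67, one-sided Fisher's exact test p = 7.68e-04, Benjamini-Hochberg adjusted p = 0.00192 over 5 lists). The odds ratio was lowest, at 1.82 (adjusted p = 0.161 by the exact test), with no threshold on the fold change, and over all alternatives the adjusted p ran from 1.84e-04 to 0.161. Over all 30 tested genes the median log2 fold change was -0.26, with 18 genes lower and 12 higher. The camera set test with a preset correlation of 0.01 gave an adjusted p of 0.0488 over the 5 lists, and over the alternatives from 0.0268 to 0.141. The unadjusted p of the set tests was 0.0293 by camera, 3.65e-04 by fry and 0.0734 by camera with an estimated correlation, so the shift held under fry and not under the estimated correlation. For the unsaturated fatty acid list it held under both, with p = 1.46e-05 by fry and 0.0223 with an estimated correlation. The median of that list was not followed over the alternatives, so the 2 lists cannot be compared in that respect. The called genes that were lower were CYP2E1, PTGES, GGT5, PRXL2B, PTGDS, LTC4S, GPX3, PLA2G3, PTGS1, ALOX5 and CBR3, with log2 fold changes between -3.36 and -1.06. CYP2E1 had only 5 to 9 reads per siFUBP1 sample, GGT5 3 to 10 and GPX3 6 to 15. The adjusted p of GPX3 ran from 0.00121 to 0.0608 over the alternatives by edgeR, DESeq2 or limma. It was above 0.05 only with limma on log2(FPKM + 1) or log2(FPKM + 0.1). The 3-prime UTR of PLA2G3 holds 1 seed match of RNAi#1. PLA2G12A and TBXAS1 were higher, at 1.19 and 1.12, and the 3-prime UTR of PLA2G12A holds 1 seed match of RNAi#3. TBXAS1 had 73 reads and PLA2G3 had 96 reads over the 6 samples, and neither passed the threshold with DESeq2 (adjusted p = 0.145 and 0.0826). Over all alternatives the adjusted p of TBXAS1 ran from 0.0244 to 0.299 and that of PLA2G3 from 0.00783 to 0.140 by edgeR, DESeq2 or limma. Of the 12 called genes other than PTGES, 9 were not called under at least 1 alternative.

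**Figure D2:**
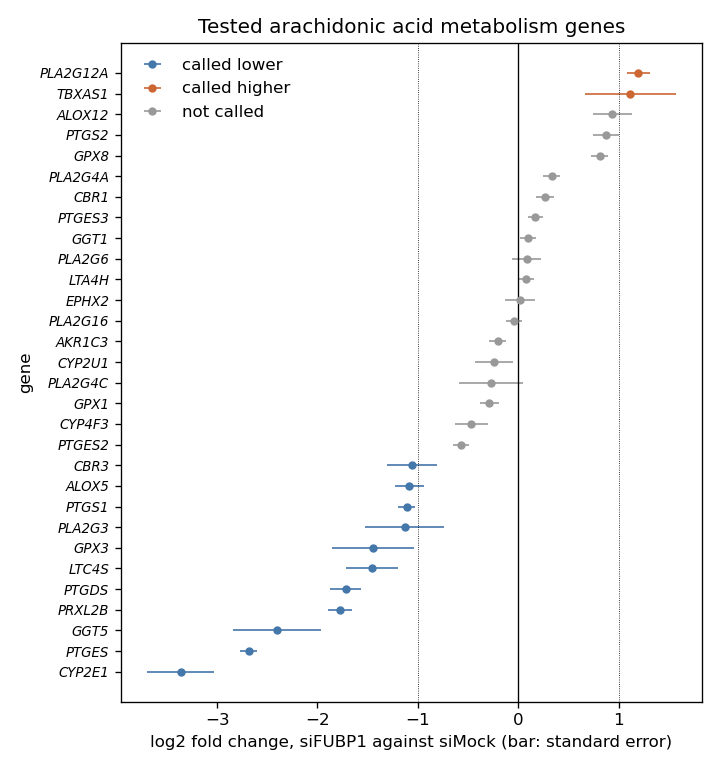
The log2 fold change of siFUBP1 against siMock for the 30 tested arachidonic acid metabolism genes, 1 gene per line, with bars for the standard error, dotted lines at the fold change thresholds and colours for the edgeR call. Of the genes shown, 11 are called lower and 2 are called higher.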

Interestingly, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis demonstrated that AA metabolism was significantly enriched (hsa00590, *p* = 0.012) (Figure 5J, Table S4). All the above GO and KEGG terms suggest that PTGES may play a crucial role in the process of FUBP1‐induced chemoresistance.

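The prostaglandin E synthases other than PTGES, chosen after their values were seen, had log2 fold changes of -0.57 for PTGES2 (adjusted p = 1.31e-06 from edgeR) and 0.17 for PTGES3 (adjusted p = 0.0600 from edgeR). Upstream of them, PTGS1 fell from 101 ± 3.20 CPM (SD, n = 3) to 46.6 ± 4.46 CPM (SD, n = 3), and its 3-prime UTR holds 1 seed match of each of the 3 FUBP1 siRNA guides. PTGS2 rose from 19.9 ± 4.73 CPM (SD, n = 3) to 36.5 ± 4.20 CPM (SD, n = 3), a log2 fold change of 0.87 (standard error 0.13, adjusted p = 1.13e-05 from edgeR), and its 3-prime UTR holds 1 seed match of RNAi#2 and 1 of RNAi#3. Without siMock replicate 1 it was at 1.08 and was called. The 3-prime UTR of PTGES (1280 bases) holds 0 seed matches of the 3 FUBP1 siRNA guides. From the GO and KEGG terms, the paper proposes that PTGES has a role in the chemoresistance induced by FUBP1.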

As PTGES was the probable downstream gene of FUBP1, a PTGES‐overexpression plasmid was synthesized. Tumor cells were then cotransfected with small interfering oligonucleotides targeting FUBP1 and PTGES‐overexpression plasmids, and these tumor cells demonstrated increased cell viability compared with cells transfected with only FUBP1 knockdown nucleotides. The average viability of osteosarcoma cells transfected with both FUBP1 siRNA and the PTGES‐overexpression plasmid was markedly higher than that of cells transfected with only FUBP1 siRNA. Interestingly, the increases in viability were more significant when the cells were treated with different concentrations of lobaplatin (Figure 5K). These results indicate that FUBP1 may regulate osteosarcoma chemotherapy resistance through PTGES.

### 2.4 PTGES knockdown confers chemotherapy sensitivity in osteosarcoma

To determine the biological effects of PTGES knockdown in osteosarcoma cells, cells were transfected with the indicated siRNAs and shRNAs (Table S5, Figure S8). The protein levels of cleaved caspase 3 and cleaved PARP were elevated in PTGES‐knockdown osteosarcoma cells, and cells treated with lobaplatin demonstrated more significant differences in these proteins than those without lobaplatin treatment (Figure 6A). The proportion of apoptotic cells among the PTGES‐knockdown osteosarcoma cells treated with lobaplatin was markedly increased compared with that in the untreated group (Figure 6B). The colony formation assay demonstrated that the cloning efficiency of PTGES‐knockdown osteosarcoma cells declined more sharply in the lobaplatin group than in the untreated group (Figure 6C). In addition, the IC_50_ values for lobaplatin were 15.68 µg/mL (shRNA‐V), 14.59 µg/mL (PTGES sh#1), and 13.72 µg/mL (PTGES sh#2) for MG63 cells and 15.56 µg/mL (shRNA‐V), 14.89 µg/mL (PTGES sh#1), and 14.99 µg/mL (PTGES sh#2) for SOSP‐9607 cells (Figure 6D), which indicates that PTGES knockdown enhances the sensitivity of osteosarcoma cells to lobaplatin in vitro. TdT‐mediated dUTP nick end labeling (TUNEL) staining of the indicated cells demonstrated a higher rate of apoptosis in PTGES‐knockdown osteosarcoma cells treated with lobaplatin than in the untreated group (Figure 6E). Taken together, these results indicate that knockdown of PTGES could sensitize osteosarcoma cells to lobaplatin.

**FIGURE 6:**
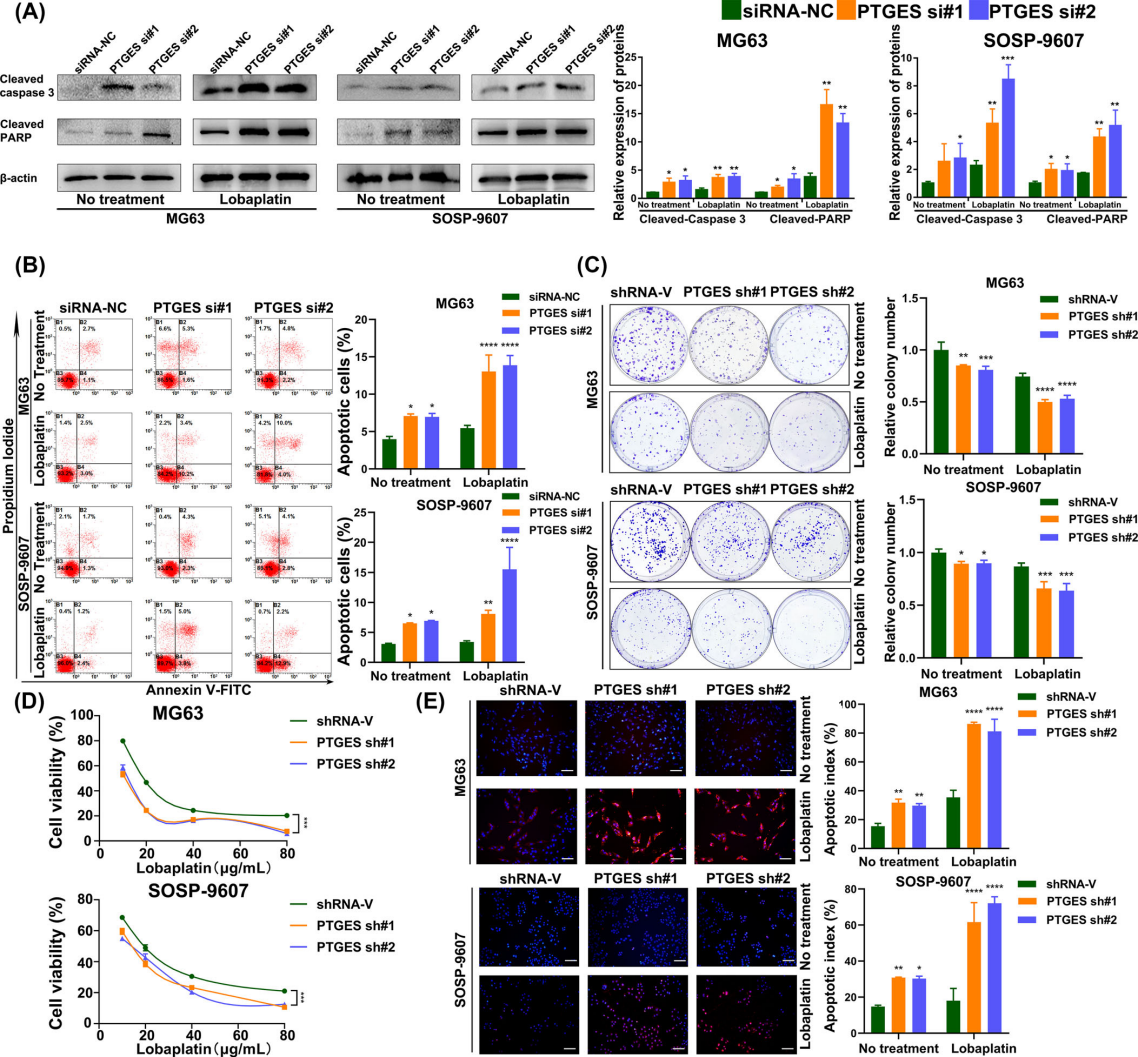
Knockdown of prostaglandin E synthase (PTGES) increased the sensitivity of osteosarcoma cells to lobaplatin in vitro. (A) Western blotting analysis of cleaved caspase 3 and cleaved poly (ADP‐ribose) polymerase (PARP) in osteosarcoma cells transfected with siPTGES; β‐actin was used as a housekeeping gene. (B) The apoptosis rates of osteosarcoma cells transfected with siPTGES and then treated with or without lobaplatin for 24 h were detected using Annexin V‐FITC and PI staining. (C) Colony formation assays were used to determine the proliferation ability of osteosarcoma cells transfected with shPTGES. (D) CCK‐8 assays were performed to determine the viability of osteosarcoma cells transfected with siPTGES and treated with different concentrations of lobaplatin. (E) TdT‐mediated dUTP nick end labeling (TUNEL) staining assays demonstrated the apoptosis of the indicated cells (scale bars = 100 µm). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.5 AA metabolism is essential for FUBP1‐induced chemoresistance

The necessity of PTGES activation to allow FUBP1 to enhance resistance to chemotherapy in osteosarcoma cells was further investigated. PTGES was dramatically elevated in FUBP1‐overexpressing cells but downregulated in FUBP1‐silenced osteosarcoma cells (Figure 7A). Silencing FUBP1 and upregulating PTGES at the same time could rescue the resistance ability of FUBP1 as determined by flow cytometry and colony formation assays. The average apoptosis rates were 8.2% ± 0.38%, 10.5% ± 0.95%, 4.9% ± 0.61%, and 7.8% ± 0.93% in the control cells, FUBP1‐interfering cells, PTGES‐overexpressing cells, and cotransfected cells, respectively (Figure 7B). Moreover, the cotransfected cells demonstrated increased colony formation compared with the FUBP1‐silenced cells (Figure 7C). Western blotting revealed that the expression level of cleaved PARP decreased in the cotransfected osteosarcoma cells compared with the FUBP1‐silenced cells when 20 µg/mL lobaplatin was administered to the tumor cells for 24 h (Figure 7D). Taken together, these results indicated that PTGES is the crucial downstream gene that is regulated by FUBP1 and contributes to chemoresistance.

**FIGURE 7:**
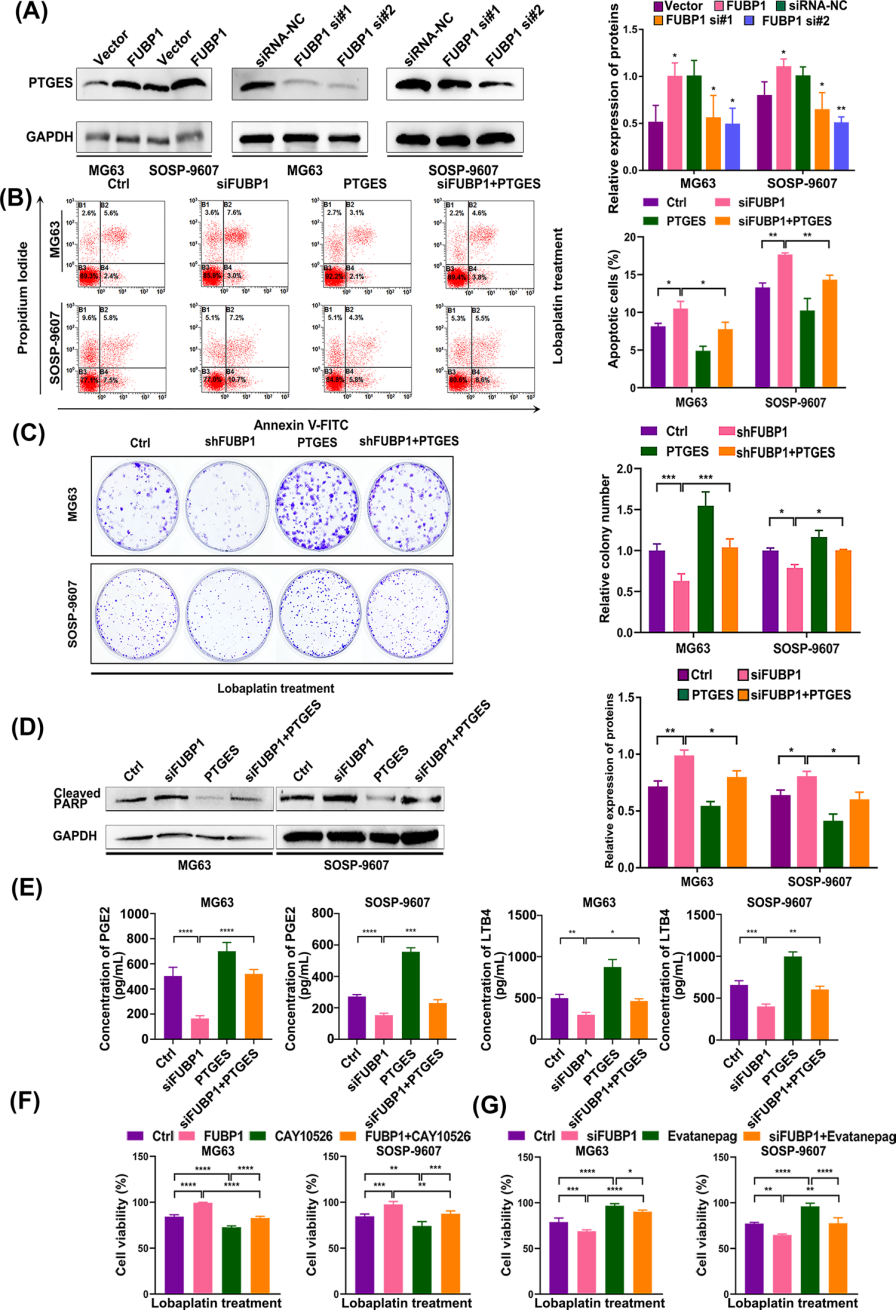
Far upstream element‐binding protein 1 (FUBP1) confers chemoresistance to osteosarcoma cells through the arachidonic acid metabolic pathway. (A) Western blotting analysis of prostaglandin E synthase (PTGES) in osteosarcoma cells transfected with FUBP1‐overexpressing plasmids or siFUBP1. (B) The effect of PTGES overexpression on the sensitivity of FUBP1 knockdown osteosarcoma cells treated with lobaplatin for 24 h detected using flow cytometry. (C) The effect of PTGES overexpression on the sensitivity of FUBP1 knockdown osteosarcoma cells treated with lobaplatin evaluated with a colony formation assay. (D) The effect of PTGES overexpression on the sensitivity of FUBP1 knockdown osteosarcoma cells treated with lobaplatin evaluated by western blotting using a cleaved poly (ADP‐ribose) polymerase (PARP) antibody. (E) The effect of PTGES overexpression on prostaglandin E2 (PGE2) and leukotriene B4 (LTB4) secretion in FUBP1 knockdown osteosarcoma cells evaluated by ELISA. (F) The effect of a selective PTGES inhibitor CAY10526 on the sensitivity of FUBP1‐overexpressing osteosarcoma cells treated with lobaplatin evaluated by CCK‐8 assays. (G) The effect of an EP2 receptor agonist Evatanepag on the sensitivity of FUBP1 knockdown osteosarcoma cells treated with lobaplatin evaluated by CCK‐8 assays. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To further validate that FUBP1 mediates the chemoresistance of osteosarcoma cells through AA metabolic pathway, PGE2 and leukotriene B4 (LTB4) were detected in the supernatants of tumor cells, and both showed elevated expression in cotransfected cells compared to FUBP1‐knockdown osteosarcoma cells (Figure 7E). Moreover, we blocked AA metabolic pathway using a selective PTGES inhibitor CAY10526 in *FUBP1*‐overexpressing osteosarcoma cells and stimulated it using an EP2 receptor agonist Evatanepag in *FUBP1*‐silenced osteosarcoma cells. As expected, the effect of FUBP1 overexpression on the activation of AA metabolism was hindered by the inhibitor, and the inhibitory effect of siRNAs targeting FUBP1 was stimulated by the agonist. The CCK8 assay showed that treatment with the inhibitor enhanced the effects of lobaplatin and that treatment with the agonist attenuated the effects of lobaplatin in osteosarcoma cells (Figure 7F,G). The above results indicate that FUBP1 promotes lobaplatin resistance in human osteosarcoma cells through PTGES and AA metabolism.

### 2.6 FUBP1 transcriptionally activates PTGES

We next investigated the mechanism underlying FUBP1 regulation of PTGES. As FUBP1 was demonstrated to function as a transcription factor by ChIP‐seq, we speculated that FUBP1 could directly regulate PTGES at the transcriptional level. Therefore, seven PTGES promoter fragments were constructed: F1 (from −200 to 30 bp), F2 (from −300 to 30 bp), F3 (from −400 to 30 bp), F4 (from −500 to 30 bp), F5 (from −1000 to 30 bp), F6 (from −1500 to 30 bp), and FL (full length) (Figure 8A). We next examined the binding of FUBP1 to the different fragments of the PTGES promoter. As shown in Figure 8B, HEK293T cells transfected with FL PTGES promoter‐driven luciferase reporter plasmids demonstrated increased luciferase activity, displaying a well‐constructed reaction system. Next, we found that FUBP1‐overexpressing HEK293T cells transfected with FL PTGES promoter‐driven plasmids demonstrated markedly elevated luciferase activity compared to that in control cells transfected with empty vectors (Figure 8C). These results indicated that FUBP1 enhances the transcriptional activity of the PTGES promoter. Furthermore, cells transfected with fragments F1 and FL showed markedly increased luciferase activity compared to that in cells transfected with the other fragments (Figure 8D), which indicated that two potential binding sites in the PTGES promoter, upstream of 200 bp and between 1500 and 2000 bp, are responsible for the regulation of FUBP1 on the PTGES promoter.

**FIGURE 8:**
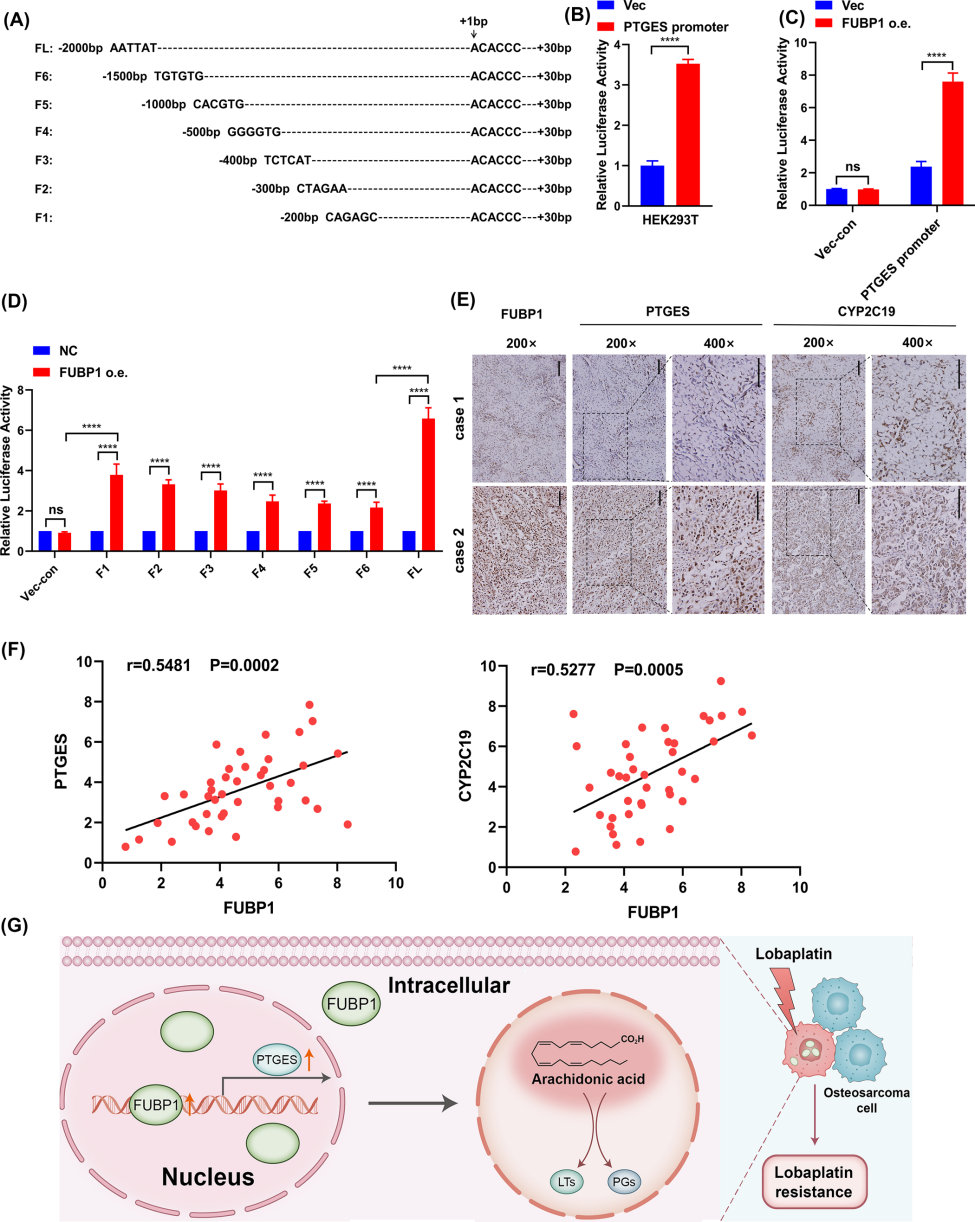
Far upstream element‐binding protein 1 (FUBP1) transcriptionally activates prostaglandin E synthase (PTGES) and correlates with PTGES and CYP2C19 in clinical osteosarcoma specimens. (A) Design of seven PTGES promoter fragments for active binding site analysis. (B) The transcriptional activity of the PTGES promoter in HEK293T cells analyzed with a luciferase reporter assay. (C) FUBP1 promotes the transcriptional activity of the PTGES promoter in HEK293T cells. Luciferase reporter plasmids driven by the PTGES promoter were transfected into FUBP1‐overexpressing or control HEK293T cells. The luciferase activity of these cells was evaluated by a dual‐luciferase reporter assay. (D) The transcriptional activities of the indicated fragments of the PTGES promoter in FUBP1‐overexpressing and control HEK293T cells were analyzed. FUBP1 may bind to −2000 to −1500 and −200 to +30 bp regions from the transcriptional start site (TSS) of the PTGES promoter. (E) The expression levels of PTGES and CYP2C19 were associated with the expression of FUBP1 in 41 primary human osteosarcoma specimens. Scale bars = 100 µm. (F) The correlation between FUBP1 and the expression of PTGES and CYP2C19 in human osteosarcoma tissue samples. (G) Hypothetical model depicting FUBP1 regulation of PTGES and activation of arachidonic acid metabolic pathway. FUBP1 serves as a therapeutic target for lobaplatin‐resistant osteosarcoma patients. ****p < 0.0001.

### 2.7 Clinical relevance of FUBP1‐induced activation of PTGES and CYP2C19 in osteosarcoma

The clinical relevance of FUBP1 expression in terms of the activation of PTGES and CYP2C19 (a key CYP epoxygenase enzyme in AA metabolism) was further investigated in a group of human osteosarcoma clinical specimens using IHC analysis. We found that the expression level of FUBP1 in the clinical osteosarcoma samples was positively correlated with the expression level of PTGES and CYP2C19 (*p* = 0.002, and *p* = 0.005, Figure 8E,F). These data further support that FUBP1 upregulation promotes osteosarcoma chemoresistance by activating the AA metabolic pathway, which might lead to poor clinical outcomes for osteosarcoma patients.

## 3 DISCUSSION

In this investigation, we presented the first demonstration that FUBP1 overexpression confers lobaplatin resistance, whereas FUBP1 knockdown increases lobaplatin sensitivity in human osteosarcoma both in vitro and in vivo. Mechanistically, FUBP1 binds to the promoter of PTGES and sustains the PTGES/PGE2 axis, which then activates AA metabolism (Figure 8G). In addition, our study showed that PTGES inhibition enhances the sensitivity of osteosarcoma cells to lobaplatin, which leads to the suppression of tumor cells. Moreover, PGE2 inhibition enhances the sensitivity of osteosarcoma cells induced by FUBP1 interference. These findings reveal a novel mechanism that regulates AA metabolism in osteosarcoma and suggests a promising treatment strategy of targeting FUBP1 and AA metabolism to enhance the lobaplatin response during osteosarcoma chemoresistance.

The PTGES/PGE2 axis was found to be associated with immunosuppression, lung tumorigenesis and metastasis in a Gprc5a‐knockout mouse model.^22^ PTGES, the key enzyme for the synthesis of PGE2 in the AA pathway, was demonstrated to be essential for the tumorigenicity, migration, and metastasis of non‐small cell lung cancer (NSCLC) cells.^23^ In glioma, inhibition of mPGES‐1 blocks angiogenic Akt‐fibroblast growth factor 2/TGF‐β/vascular endothelial growth factor signaling.^24^ Weigert et al. reported that arachidonate metabolites can alter the macrophage phenotype in a dynamically changing tumor microenvironment.^25^ Blockade of the AA pathway not only decreases tumor neovascularization and growth but also reduces pulmonary metastases.^26^ More importantly, it was reported that AA could drive an adaptive response to chemotherapy‐induced stress in malignant mesothelioma, which impaired NFκB activation and affected the resistance of malignant pleural mesothelioma 3D cultures to the drug.^8^ Moreover, inhibition of mPGES‐1/PGE‐2 signaling could enhance sensitivity to cisplatin and responsiveness to gefitinib in NSCLC cells resistant to gefitinib.^27^ The AA metabolic pathway is now considered a novel preventive and therapeutic target in cancer.^28^, ^29^, ^30^ Several inhibitory natural products of metabolic enzymes have been identified with therapeutic potential against cancers. In the present study, we found that FUBP1 transcriptionally promotes the expression of PTGES and sustains the activation of the AA pathway in lobaplatin‐treatment osteosarcoma cells. Moreover, FUBP1 overexpression dramatically reduced osteosarcoma sensitivity to lobaplatin both in vitro and in vivo, whereas silencing FUBP1 enhanced osteosarcoma sensitivity. FUBP1 was found to be positively correlated with proteins relevant to AA metabolism, such as PTGES and CYP2C19, in the clinical specimens. Taken together, our results present a novel mechanism of AA pathway activation in osteosarcoma and indicate that targeting FUBP1 might be a novel therapeutic strategy for osteosarcoma patients with lobaplatin resistance.

FUBP1 is the most important member of the FBP family (which includes FUBP1, FUBP2, and FUBP3) that functions oppositely in different tumors, showing both pro‐oncogenic and tumor‐suppressive effects.^31^ FUBP1 was identified as a long tail cancer driver and widespread regulator of oncogene alternative splicing and tumor suppressor.^32^ Recently, it was reported that FUBP1 could interact with some noncoding RNAs and promote tumorigenesis in lung cancer and breast cancer by activating the proto‐oncogene MYC.^15^, ^33^ Additionally, nuclear import of FUBP1 could contribute to tumor immune evasion in cervical cancer.^34^ In osteosarcoma, we found that FUBP1 was upregulated and that overexpression of FUBP1 promoted drug resistance to lobaplatin. According to the ChIP‐seq and RNA‐seq data, FUBP1 bound to the promoter of PTGES, promoting transcription. We also found that the upregulation of PTGES significantly decreased the sensitivity of osteosarcoma cells to lobaplatin due to interference with FUBP1. Moreover, RNA‐seq showed the enrichment of the AA pathway when the sensitivity of osteosarcoma cells to lobaplatin was elevated by FUBP1 knockdown. These findings suggested that the overexpression of FUBP1 in osteosarcoma might be associated with transcriptional regulation of PTGES. Further luciferase reporter gene assays verified the regulation of FUBP1 on PTGES, and truncation assays demonstrated that −2000 to −1500 and −200 to +30 bp from the TSS were the binding regions between FUBP1 and PTGES.

Lipid metabolism plays pivotal roles in signal transduction for many cellular activities and has received remarkable attention as an emerging key effector in cancer cell behavior.^35^, ^36^ Cancer cells metabolize lipids to obtain energy and signaling molecules to proliferate, metastasize, and respond to various therapies.^37^ Seo et al. reported that the upregulation of fatty acid‐binding protein 5 induced by fatty acids drives the progression of hepatocellular carcinoma through lipid metabolism reprograming.^38^ Another study in hepatocellular carcinoma showed that acyl‐CoA synthetase long‐chain family member 4 reprograms fatty acid metabolism via c‐Myc/sterol regulatory element‐binding protein 1 signaling.^39^ Moreover, blocking cancer‐associated adipocyte (CAA) lipolysis and free fatty acid uptake has been demonstrated to have beneficial effects on tumor suppression in preclinical animal models.^40^ With respect to chemotherapy resistance, increasing evidence indicates that the hypoxic environment of tumors can trigger lipid metabolism and produce high levels of adenosine triphosphate, which is a critical factor for chemoresistance.^41^ In addition, adipocyte‐derived conditioned medium compromises tumor cell chemosensitivity to therapeutics such as carboplatin.^42^ However, personalized treatment guidance related to lipid metabolism remains to be clarified in osteosarcoma. In our study, we found that a key enzyme in the AA pathway (PTGES) was upregulated during FUBP1‐induced lobaplatin resistance. We then detected the metabolites of AA (PGE2 and LTB4), which showed increased expression in FUBP1‐overexpressing osteosarcoma cells. The selective PTGES inhibitor CAY10526 and agonist of EP2 receptor Evatanepag, which are crucial elements in AA metabolic pathway, were also used, and the chemosensitivity of osteosarcoma cells to lobaplatin was markedly reduced and elevated, respectively. These results indicate that FUBP1 can contribute to AA metabolism activation and thereby confer chemoresistance in human osteosarcoma cells.

Studies have demonstrated that the FBP family of proteins exhibits distinct functions in different cell types. For instance, FUBP2 is regarded as a potential therapeutic target against melanoma.^43^ However, FUBP3 can promote cancer progression by activating c‐Myc in colorectal, liver, and renal cancers but not prostate or bladder cancer.^44^, ^45^ Similarly, it was reported that mutation of FUBP1 might lead to lysine‐specific demethylase 1+8a deficiency and contribute to the tumorigenesis of glioma, suggesting the tumor‐suppressive effects of FUBP1,^46^ whereas competitive binding to circACTN4 could activate MYC transcription and facilitate tumor progression in breast cancer.^33^ Collectively, these findings indicate that whether FUBP1 functions as an oncoprotein or tumor suppressor depends on the tumor type. In our current study, we observed that high expression of FUBP1 was associated with poor osteosarcoma patient survival. Overexpression of FUBP1 conferred lobaplatin resistance in osteosarcoma, whereas inhibition of FUBP1 using either siRNA or lentivirus‐mediated shRNA sensitized osteosarcoma cells to lobaplatin both in vitro and in vivo. FUBP1 binds to and promotes PTGES promoter activity and sustains the AA metabolism pathway in osteosarcoma cells. Our results reveal a novel mechanism for lobaplatin resistance in osteosarcoma.

The present study has a relatively small sample size mainly because of the low incidence of osteosarcoma. It is difficult to obtain a large number of specimens. Further studies are needed to investigate the clinical value of FUBP1, PTGES, and the AA metabolism pathway in additional, larger patient cohorts. Second, in the present study, Evatanepag, an agonist of the EP2 receptor, was chosen to mediate the action of PGE2 in the AA metabolism pathway. However, the EP receptor family comprises four G protein‐coupled receptors, termed EP1 to EP4. We may also try an agonist of the EP4 receptor to mediate PGE2 in future studies.

## 4 CONCLUSION

Our findings provide evidence that FUBP1 plays a critical role in the process of lobaplatin resistance in human osteosarcoma through the transcriptional regulation of PTGES and activation of AA metabolism. Understanding the molecular mechanisms of FUBP1 in osteosarcoma progression and chemoresistance may establish FUBP1 and AA metabolism as potential therapeutic targets for the clinical treatment of osteosarcoma.

## 5 METHODS

### 5.1 Patient specimens

Clinically and histopathologically diagnosed specimens of human osteosarcoma were obtained from 60 patients who were treated with platinum‐based chemotherapy followed by tumor resection at Tangdu Hospital, Fourth Military Medical University between March 2007 and June 2021. Tumor specimens with less than 50% regression were classified as chemoresistant according to previously described criteria for rectal cancer.^47^ Clinical information for the corresponding patients was gathered. The research strategies concerning human tissues and animals were all approved by the Ethics Committee of the Fourth Military Medical University and were in accordance with the Declaration of Helsinki and the US Public Health Service Policy on Human Care and the Use of Laboratory Animals, and written informed consent was provided by the patients.

### 5.2 Cell lines and cultures

The human osteosarcoma cell lines MG63, SaOS‐2, U2OS, HOS, and SJSA‐1 were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The osteosarcoma cell line SOSP‐9607 was established and maintained in our laboratory.^48^ MG63 and HOS cells were cultured in modified Eagle's medium, SOSP‐9607 and SJSA‐1 cells were cultured in RPMI‐1640 medium (Thermo Fisher Scientific, USA), SaOS‐2 cells were cultured in Dulbecco's modified Eagle's medium (Thermo Fisher Scientific, USA), and U2OS cells were cultured in McCoy's 5A medium with 10% fetal bovine serum (Gibco, USA). These cells were cultured at 37°C with 5% CO_2_. The human osteoblast cell line hFOB 1.19 was supplied by Jennio Biotech Co., Ltd. (Guangzhou, China) and cultured in modified Eagle's medium/F12 with 10% fetal bovine serum at 34°C.

### 5.3 Plasmids, siRNAs, and transfection

Overexpression plasmids and siRNA/shRNA oligonucleotide sequences were designed and synthesized by Shanghai GenePharma Company (Shanghai, China). For the overexpression of FUBP1, cDNA was amplified by Pfu DNA polymerase (Sangon Biotech, Shanghai, China) and inserted into the pEX‐3 (pGCMV/MCS/Neo) plasmid. The siRNA/shRNA sequences for the knockdown of FUBP1 and PTGES are shown in Table S5. 

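The siRNA target sites were matched to the transcripts of GENCODE on GRCh38. FUBP1 lies on the minus strand of chromosome 1, and in its transcript of 20 exons and 2378 bases all 3 sites are in the coding sequence. The target of RNAi#1, GGTGTTCGCATTCAGTTTA, is at 77964260 to 77964278 in exon 11. The target of RNAi#2, GGTGCTGACAAACCTCTTA, is at 77964899 to 77964917 in exon 9. The target of RNAi#3, CGGCAACTCATAGAAGAAA, is at 77962778 to 77962796 in exon 14. Each site is present in 2 of the 3 coding FUBP1 transcripts. PTGES is on the minus strand of chromosome 9, and both of its sites are in the coding sequence of its transcript of 3 exons and 1774 bases. The first PTGES target, GCTTCGTCTACTCCTTTCT, is at 129739795 to 129739813 in exon 3. The second PTGES target, CTGCTGGTCATCAAGATGT, is at 129752931 to 129752949 in exon 1.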

Osteosarcoma cells were transfected with plasmids or siRNA/shRNA using Lipofectamine 3000 (Invitrogen, USA) according to the manufacturer's instructions. Cells were then used for assays 48–72 h post‐transfection. Overexpression and knockdown efficiency were evaluated by western blotting.

### 5.4 Lentivirus infection

Lentiviral particles and scrambled control lentiviral particles were provided by Shanghai Genechem Co., Ltd., and 1 × 10^5^ osteosarcoma cells were seeded into 6‐well culture plates and infected with lentiviral particles at 50% confluence with a multiplicity of infection of 50. The infected cells were subsequently selected in the presence of 4 µg/mL puromycin (Thermo Fisher Scientific, USA) for 7 days and maintained in medium containing 2 µg/mL puromycin to obtain stably infected cells. Real‐time q‐PCR and western blotting were performed to analyze the effect of viral infection.

### 5.5 qPCR

Total RNA was extracted using the GeneJET RNA Purification Kit (Thermo Scientific, USA), and cDNA was acquired by reverse transcription using the PrimeScript RT reagent kit (TAKARA, Japan). Quantitative real‐time PCR was performed with a TB Green Fast qPCR Mix (TAKARA, Japan). The 2^−ΔΔ^ *^Ct^* method was used to quantify the expression of each gene normalized to that of GAPDH. Detailed information on the primer sequences for each gene is shown in Table S6.

### 5.6 Western blotting analysis

Cell lysates were harvested in RIPA buffer (Cell Signaling Technology, USA) with 1% protease inhibitor cocktail (Roche, Switzerland) on ice and then quantified using a BCA protein assay kit (NCM, China). Total protein extracts (20 µg) were subjected to 10% SDS‒PAGE and then transferred to polyvinylidene difluoride membranes (Millipore, USA). The membranes were blocked with 5% nonfat milk powder (BD, USA) diluted in TBST for 2 h, incubated with primary antibodies overnight, and then incubated with HRP‐conjugated secondary antibody for 1 h (Table S7). The signal intensities of each band were quantified with Image‐Pro Plus.

### 5.7 H&E, IHC, and IF staining

Tissues were fixed with 10% formalin solution overnight at room temperature. Graded ethanol (70%, 80%, 95%, and 100%) was used for dehydration. Paraffin‐embedded tissues were cut into 3 µm slices using a microtome (LEICA, Germany). Tissue slices were deparaffinized in xylene, rehydrated in graded ethanol solutions, and stained with hematoxylin–eosin (H&E) or a specific antibody (Table S7), and the slides were observed under an upright fluorescence microscope (Olympus BX51, Japan) as previously described.^47^

### 5.8 RNA FISH

Osteosarcoma cells were seeded in six‐well plates and fixed with 4% paraformaldehyde. Cells were then treated with 0.5% Triton and prehybridized. Probes (500 nM) were incubated overnight for hybridization. RNA FISH was performed using a kit purchased from RiboBio (Guangzhou) according to the manufacturer's instructions. Cy3‐labeled FUBP1 probes (ATTCCCTCCCAGTGTGTTGTACTGC) were synthesized and provided by Servicebio Technology Co., Ltd., and images were acquired with a fluorescence microscope (Nikon ECLIPSE CI, Japan).

### 5.9 Flow cytometry

Osteosarcoma cells (3 × 10^5^) were plated in six‐well plates and incubated overnight. Cells were transfected with siRNAs or overexpression plasmids, and treatment started with lobaplatin 24 h post‐transfection. The cells were then harvested after another 24 h of incubation, washed with PBS, and resuspended in binding buffer. Cell apoptosis was evaluated using the FITC Annexin V Apoptosis Detection Kit (BD, USA) and a Coulter EPICS XL flow cytometer (Beckman‐Coulter, USA). Each sample was examined at least three times, and EXP032 ADC Analysis software was used to analyze the apoptosis data.

### 5.10 Colony formation assay

Six hundred osteosarcoma cells infected with FUBP1‐overexpressing vector, FUBP1‐knockdown vector, or their separate control vectors were seeded in 35‐mm culture dishes. Three replicates were performed for each sample. After 10–14 days of culture, the colonies were fixed with methanol for 20 min and stained with crystal violet solution (Abcam, USA) for 3 min. The colonies were dried in air and then photographed and counted.

### 5.11 Cytotoxicity assay

The sensitivity of osteosarcoma cells to lobaplatin was determined using a CCK‐8 assay. A total of 6000 cells per well were seeded in 96‐well plates for transfection with plasmids or siRNAs and then treated with different concentrations of lobaplatin. Forty‐eight hours after transfection, 10 µL of CCK‐8 reagent was added, and the cells were further incubated for another 3 h. The absorbance at 450 nm was measured using a multiscan reader (Infinite M200 PRO, Switzerland). Each experimental group contained three replicate wells. The drug resistance index was determined by calculating the half maximal inhibitory concentration (IC_50_).

### 5.12 Xenograft tumor model

Four‐week‐old female nude mice were provided by Sibeifu Company. After 1 week of adaptive feeding, the animals were categorized into four groups, including the FUBP1‐overexpression group, FUBP1‐downregulated group, and their separate vector control groups. Each group contained six animals. Animals were then subcutaneously injected with 200 µL of 1 × 10^7^/mL osteosarcoma cells into the outer flank of the left thigh. Treatment with lobaplatin (3 mg/kg body weight administered every 3 days) began when the tumor burden reached a volume of 0.125 cm^3^. Tumor volumes were calculated with the following formula by measuring the length and width every 3 days: *V* = [*W* × *L* × (*W* + *L*)/2] × 0.52.^49^ Animals were sacrificed with excessive anesthesia 6 weeks after tumor cell injection to ensure animal welfare. Tumors were obtained and weighed, and TUNEL staining assays were performed. All animal operations were in accordance with the Interdisciplinary Principles and Guidelines for the Use of Animals in Research, Testing, and Education by the New York Academy of Sciences, Ad Hoc Animal Research Committee.

### 5.13 TUNEL

TUNEL staining was performed using an In Situ Cell Death Detection Kit (Roche, Germany) according to the manufacturer's instructions. TUNEL‐positive cells were visualized and counted using the FITC channel on an upright fluorescence microscope. The proportion of TUNEL‐positive cells was calculated from at least five random fields in three wells each per group.

### 5.14 ChIP‐seq

FUBP1 ChIP‐seq was performed as previously described using 5 × 10^7^ human MG63 osteosarcoma cells.^50^ Immunoprecipitation of FUBP1 was performed with an anti‐FUBP1 antibody (Proteintech, China). ChIP‐seq datasets were analyzed using the ENCODE pipeline (https://github.com/ENCODE‐DCC/chip‐seq‐pipeline2). Motifs in the peaks were analyzed using Homer software and then aligned in the JASPAR database. Read density differences are represented as *p* values as determined by using the Mann‒Whitney‒Wilcoxon test.

### 5.15 RNA‐seq

Cells were seeded in 10‐cm culture dishes and transfected with siRNA or the negative control for FUBP1. RNA was extracted, and the integrity was assessed using the RNA nano 6000 assay kit from the Bioanalyzer 2100 system (Agilent Technologies, USA) 48 h after transfection. In total, 1 µg of RNA was used per sample for RNA sample preparation. The clustering of each sample was performed using a TruSeq PE Cluster Kit v3‐cBot‐HS (Illumina, USA) on a cBot Cluster Generation System according to the manufacturer's instructions. Differential expression between the two groups was analyzed using the DESeq2 R package (version 1.20.0). Genes with an adjusted *p* value <0.05 found by DESeq2 were considered differentially expressed. The GO annotation of the target gene sets was performed using Blast2GO. Signaling pathway analysis was performed with the KEGG database.

### 5.16 Luciferase reporter assay

A luciferase reporter assay was performed as described previously.^51^ Briefly, transient transfection was performed on 7 × 10^3^ HEK293T cells with 0.2 µg of each of the plasmids (GV238‐PTGES promoter‐wild type, GV238‐PTGES promoter‐F1, GV238‐PTGES promoter‐F2, GV238‐PTGES promoter‐F3, or GV238‐PTGES promoter‐F4, GV238‐PTGES promoter‐F5, GV238‐PTGES promoter‐F6), 0.2 µg of a FUBP1 plasmid and 0.005 µg of pRL‐TK *Renilla* plasmid using Lipofectamine 3000 Transfection Reagent (Invitrogen, USA). The absorbance (OD) values, which represent the luciferase and Renilla signals, were detected at 48 h post‐transfection using the Dual‐Luciferase Reporter Assay Kit (Promega, USA) according to the manufacturer's instructions.

### 5.17 Detection of PGE2 and LTB4 in cell media

The PGE2 and LTB4 ELISA Kit (Cayman Chemical, USA) were used to semiquantitatively determine the amount of the above two classical metabolites of AA after various treatments according to the manufacturer's instructions. The absorbance at 420 nm is inversely proportional to the amount of PGE2 and LTB4 contained in the sample or standard.

### 5.18 Statistical analysis

Statistical analysis was performed with GraphPad Prism 7 software (GraphPad, RRID: SCR_002798) and SPSS 25.0 (IBM, RRID: SCR_002865). All experiments were carried out at least three times, and the mean ± standard error of the mean was calculated for each independent experiment. Comparisons between two groups were analyzed using Student's *t* test, and differences among multiple groups were analyzed using one‐way or two‐way ANOVA. IC_50_ values were analyzed by regression analysis. The false discovery rate was adjusted using Benjamini and Hochberg's approach. *p* Values less than 0.05 were considered significant.

## AUTHOR CONTRIBUTIONS

Wei Zhang, Li Gong, and Zheng Guo contributed to the design of the study; Qiong Ma, Jin Sun, Chengpei Zhou, and Chenyu Li performed data acquisition; Qiong Ma, Jin Sun, and Huan Wang performed data analysis and interpretation; Yonghong Wu, Yanhua Wen, and Xingguang Ren performed clinical data collection and sample disposal; Qiong Ma drafted the manuscript; Xiaoyu Zhang and Li Gong performed manuscript revision. All authors approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interests.

## ETHICS STATEMENT

The research strategies concerning human tissues and animals were all approved by the Ethics Committee of the Fourth Military Medical University (No. TDLL‐202205‐07, No. IACUC‐20220663) and were in accordance with the Declaration of Helsinki and the US Public Health Service Policy on Human Care and the Use of Laboratory Animals, and written informed consent was provided by the patients.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The datasets analyzed in this study are available upon reasonable request from the corresponding author, and RNA sequencing data have been deposited to GEO platform (https://www.ncbi.nlm.nih.gov/geo) and are available under accession number: GSE210740.

## References

[1] Corre I , Verrecchia F , Crenn V , Redini F , Trichet V . The osteosarcoma microenvironment: a complex but targetable ecosystem. Cells. 2020;9:976.3232644410.3390/cells9040976PMC7226971

[2] Chen C , Xie L , Ren T , Huang Y , Xu J , Guo W . Immunotherapy for osteosarcoma: fundamental mechanism, rationale, and recent breakthroughs. Cancer Lett. 2021;500:1‐10.3335921110.1016/j.canlet.2020.12.024

[3] Zhang R , Wang H , Li E , et al. Quantitative phosphoproteomic analysis reveals chemoresistance‐related proteins and signaling pathways induced by rhIL‐6 in human osteosarcoma cells. Cancer Cell Int. 2021;21:581.3471762210.1186/s12935-021-02286-zPMC8557500

[4] Oude Munnink T , van der Meer A , de Haan J , Touw D , van Kruchten M . Reversible impaired methotrexate clearance after platinum‐based chemotherapy for osteosarcoma. Ther Drug Monit. 2019;41:693‐695.3116975910.1097/FTD.0000000000000662

[5] Martin SA , Brash AR , Murphy RC . The discovery and early structural studies of arachidonic acid. J Lipid Res. 2016;57:1126‐1132.2714239110.1194/jlr.R068072PMC4918860

[6] Hanna VS , Hafez EAA . Synopsis of arachidonic acid metabolism: a review. J Adv Res. 2018;11:23‐32.3003487310.1016/j.jare.2018.03.005PMC6052663

[7] Lee JY , Nam M , Son HY , et al. Polyunsaturated fatty acid biosynthesis pathway determines ferroptosis sensitivity in gastric cancer. Proc Natl Acad Sci USA. 2020;117:32433‐32442.3328868810.1073/pnas.2006828117PMC7768719

[8] Cioce M , Canino C , Pass H , Blandino G , Strano S , Fazio VM . Arachidonic acid drives adaptive responses to chemotherapy‐induced stress in malignant mesothelioma. J Exp Clin Cancer Res. 2021;40:344.3472795310.1186/s13046-021-02118-yPMC8561918

[9] Zhao Y , Cui L , Pan Y , et al. Berberine inhibits the chemotherapy‐induced repopulation by suppressing the arachidonic acid metabolic pathway and phosphorylation of FAK in ovarian cancer. Cell Prolif. 2017;50:e12393.2899024910.1111/cpr.12393PMC6529084

[10] Hirata H , Sugimachi K , Komatsu H , et al. Decreased expression of fructose‐1,6‐bisphosphatase associates with glucose metabolism and tumor progression in hepatocellular carcinoma. Cancer Res. 2016;76:3265‐3276.2719715110.1158/0008-5472.CAN-15-2601

[11] Venturutti L , Cordo Russo RI , Rivas MA , et al. MiR‐16 mediates trastuzumab and lapatinib response in ErbB‐2‐positive breast and gastric cancer via its novel targets CCNJ and FUBP1. Oncogene. 2016;35:6189‐6202.2715761310.1038/onc.2016.151PMC5832962

[12] Jiang P , Huang M , Qi W , et al. FUBP1 promotes neuroblastoma proliferation via enhancing glycolysis‐a new possible marker of malignancy for neuroblastoma. J Exp Clin Cancer Res. 2019;38:400.3151104610.1186/s13046-019-1414-6PMC6737630

[13] Hoang VT , Verma D , Godavarthy PS , et al. The transcriptional regulator FUBP1 influences disease outcome in murine and human myeloid leukemia. Leukemia. 2019;33:1700‐1712.3063562610.1038/s41375-018-0358-8

[14] Zhong Q , Liu ZH , Lin ZR , et al. The RARS‐MAD1L1 fusion gene induces cancer stem cell‐like properties and therapeutic resistance in nasopharyngeal carcinoma. Clin Cancer Res. 2018;24:659‐673.2913357310.1158/1078-0432.CCR-17-0352PMC5796860

[15] Qian X , Yang J , Qiu Q , et al. LCAT3, a novel m6A‐regulated long non‐coding RNA, plays an oncogenic role in lung cancer via binding with FUBP1 to activate c‐MYC. J Hematol Oncol. 2021;14:112.3427402810.1186/s13045-021-01123-0PMC8285886

[16] Zheng Y , Dubois W , Benham C , Batchelor E , Levens D . FUBP1 and FUBP2 enforce distinct epigenetic setpoints for MYC expression in primary single murine cells. Commun Biol. 2020;3:545.3300501010.1038/s42003-020-01264-xPMC7530719

[17] Liu W , Xiong X , Chen W , et al. High expression of FUSE binding protein 1 in breast cancer stimulates cell proliferation and diminishes drug sensitivity. Int J Oncol. 2020;57:488‐499.3262693310.3892/ijo.2020.5080PMC7307591

[18] Wang B , Fan P , Zhao J , Wu H , Jin X , Wu H . FBP1 loss contributes to BET inhibitors resistance by undermining c‐Myc expression in pancreatic ductal adenocarcinoma. J Exp Clin Cancer Res. 2018;37:224.3020100210.1186/s13046-018-0888-yPMC6131902

[19] Wang H , Li B , Yan K , et al. Protein and signaling pathway responses to rhIL‐6 intervention before lobaplatin treatment in osteosarcoma cells. Front Oncol. 2021;11:602712.3379120210.3389/fonc.2021.602712PMC8006349

[20] Zhang Y , Yao Y , Luo J , et al. Microsomal prostaglandin E2 synthase‐1 and its inhibitors: molecular mechanisms and therapeutic significance. Pharmacol Res. 2022;175:105977.3479826510.1016/j.phrs.2021.105977

[21] Korotkova M , Jakobsson PJ . Characterization of microsomal prostaglandin E synthase 1 inhibitors. Basic Clin Pharmacol Toxicol. 2014;114:64‐69.2413853310.1111/bcpt.12162

[22] Wang T , Jing B , Xu D , et al. PTGES/PGE2 signaling links immunosuppression and lung metastasis in Gprc5a‐knockout mouse model. Oncogene. 2020;39:3179‐3194.3206042110.1038/s41388-020-1207-6PMC7142021

[23] Wang T , Jing B , Sun B , et al. Stabilization of PTGES by deubiquitinase USP9X promotes metastatic features of lung cancer via PGE2 signaling. Am J Cancer Res. 2019;9:1145‐1160.31285948PMC6610053

[24] Wang C , Chen Y , Wang Y , et al. Inhibition of COX‐2, mPGES‐1 and CYP4A by isoliquiritigenin blocks the angiogenic Akt signaling in glioma through ceRNA effect of miR‐194‐5p and lncRNA NEAT1. J Exp Clin Cancer Res. 2019;38:371.3143898210.1186/s13046-019-1361-2PMC6704644

[25] Weigert A , Strack E , Snodgrass RG , Brune B . mPGES‐1 and ALOX5/‐15 in tumor‐associated macrophages. Cancer Metastasis Rev. 2018;37:317‐334.2980845910.1007/s10555-018-9731-3

[26] Borin TF , Angara K , Rashid MH , Achyut BR , Arbab AS . Arachidonic acid metabolite as a novel therapeutic target in breast cancer metastasis. Int J Mol Sci. 2017;18:2661.2929275610.3390/ijms18122661PMC5751263

[27] Terzuoli E , Costanza F , Ciccone V , Ziche M , Morbidelli L , Donnini S . mPGES‐1 as a new target to overcome acquired resistance to gefitinib in non‐small cell lung cancer cell lines. Prostaglandins Other Lipid Mediat. 2019;143:106344.3120730010.1016/j.prostaglandins.2019.106344

[28] Yarla NS , Bishayee A , Sethi G , et al. Targeting arachidonic acid pathway by natural products for cancer prevention and therapy. Semin Cancer Biol. 2016;40‐41:48‐81.10.1016/j.semcancer.2016.02.00126853158

[29] Dietze R , Hammoud MK , Gomez‐Serrano M , et al. Phosphoproteomics identify arachidonic‐acid‐regulated signal transduction pathways modulating macrophage functions with implications for ovarian cancer. Theranostics. 2021;11:1377‐1395.3339154010.7150/thno.52442PMC7738879

[30] Denizot Y , Najid A , Rigaud M . Incorporation of arachidonic acid in a human cancer gastric tumor cell line (HGT) at various stages of cell proliferation. Cancer Lett. 1993;68:199‐205.844379310.1016/0304-3835(93)90147-2

[31] Zhou W , Chung YJ , Parrilla Castellar ER , et al. Far upstream element binding protein plays a crucial role in embryonic development, hematopoiesis, and stabilizing myc expression levels. Am J Pathol. 2016;186:701‐715.2677485610.1016/j.ajpath.2015.10.028PMC4816710

[32] Elman JS , Ni TK , Mengwasser KE , et al. Identification of FUBP1 as a long tail cancer driver and widespread regulator of tumor suppressor and oncogene alternative splicing. Cell Rep. 2019;28:3435‐3449.e5.3155391210.1016/j.celrep.2019.08.060PMC7297508

[33] Wang X , Xing L , Yang R , et al. The circACTN4 interacts with FUBP1 to promote tumorigenesis and progression of breast cancer by regulating the expression of proto‐oncogene MYC. Mol Cancer. 2021;20:91.3411667710.1186/s12943-021-01383-xPMC8194204

[34] Yang B , Chen J , Teng Y . TNPO1‐mediated nuclear import of FUBP1 contributes to tumor immune evasion by increasing NRP1 expression in cervical cancer. J Immunol Res. 2021;2021:9994004.3398744910.1155/2021/9994004PMC8093035

[35] Butler LM , Perone Y , Dehairs J , et al. Lipids and cancer: emerging roles in pathogenesis, diagnosis and therapeutic intervention. Adv Drug Deliv Rev. 2020;159:245‐293.3271100410.1016/j.addr.2020.07.013PMC7736102

[36] Begicevic RR , Arfuso F , Falasca M . Bioactive lipids in cancer stem cells. World J Stem Cells. 2019;11:693‐704.3161654410.4252/wjsc.v11.i9.693PMC6789187

[37] Bian X , Liu R , Meng Y , Xing D , Xu D , Lu Z . Lipid metabolism and cancer. J Exp Med. 2021;218:e20201606.3360141510.1084/jem.20201606PMC7754673

[38] Seo J , Jeong DW , Park JW , Lee KW , Fukuda J , Chun YS . Fatty‐acid‐induced FABP5/HIF‐1 reprograms lipid metabolism and enhances the proliferation of liver cancer cells. Commun Biol. 2020;3:638.3312803010.1038/s42003-020-01367-5PMC7599230

[39] Chen J , Ding C , Chen Y , et al. ACSL4 reprograms fatty acid metabolism in hepatocellular carcinoma via c‐Myc/SREBP1 pathway. Cancer Lett. 2021;502:154‐165.3334061710.1016/j.canlet.2020.12.019

[40] Cao Y . Adipocyte and lipid metabolism in cancer drug resistance. J Clin Invest. 2019;129:3006‐3017.3126496910.1172/JCI127201PMC6668696

[41] Mukherjee A , Chiang CY , Daifotis HA , et al. Adipocyte‐induced FABP4 expression in ovarian cancer cells promotes metastasis and mediates carboplatin resistance. Cancer Res. 2020;80:1748‐1761.3205476810.1158/0008-5472.CAN-19-1999PMC10656748

[42] Bao K , Li Y , Wei J , et al. Fangchinoline suppresses conjunctival melanoma by directly binding FUBP2 and inhibiting the homologous recombination pathway. Cell Death Dis. 2021;12:380.3382820110.1038/s41419-021-03653-4PMC8027391

[43] Gao Q , Zhou R , Meng Y , et al. Long noncoding RNA CMPK2 promotes colorectal cancer progression by activating the FUBP3‐c‐Myc axis. Oncogene. 2020;39:3926‐3938.3220316610.1038/s41388-020-1266-8

[44] Brauckhoff A , Malz M , Tschaharganeh D , et al. Nuclear expression of the ubiquitin ligase seven in absentia homolog (SIAH)‐1 induces proliferation and migration of liver cancer cells. J Hepatol. 2011;55:1049‐1057.2135625610.1016/j.jhep.2011.02.019

[45] Weber A , Kristiansen I , Johannsen M , et al. The FUSE binding proteins FBP1 and FBP3 are potential c‐Myc regulators in renal, but not in prostate and bladder cancer. BMC Cancer. 2008;8:369.1908730710.1186/1471-2407-8-369PMC2631590

[46] Hwang I , Cao D , Na Y , et al. Far upstream element‐binding protein 1 regulates LSD1 alternative splicing to promote terminal differentiation of neural progenitors. Stem Cell Rep. 2018;10:1208‐1221.10.1016/j.stemcr.2018.02.013PMC599856029606613

[47] Rodel C , Martus P , Papadoupolos T , et al. Prognostic significance of tumor regression after preoperative chemoradiotherapy for rectal cancer. J Clin Oncol. 2005;23:8688‐8696.1624697610.1200/JCO.2005.02.1329

[48] Chen X , Yang TT , Wang W , et al. Establishment and characterization of human osteosarcoma cell lines with different pulmonary metastatic potentials. Cytotechnology. 2009;61:37‐44.2001696510.1007/s10616-009-9239-3PMC2795143

[49] Rocha GZ , Dias MM , Ropelle ER , et al. Metformin amplifies chemotherapy‐induced AMPK activation and antitumoral growth. Clin Cancer Res. 2011;17:3993‐4005.2154351710.1158/1078-0432.CCR-10-2243

[50] Milewski D , Shukla S , Gryder BE , et al. FOXF1 is required for the oncogenic properties of PAX3‐FOXO1 in rhabdomyosarcoma. Oncogene. 2021;40:2182‐2199.3362778510.1038/s41388-021-01694-9PMC8005492

[51] Gong L , Song J , Lin X , et al. Serine‐arginine protein kinase 1 promotes a cancer stem cell‐like phenotype through activation of Wnt/beta‐catenin signalling in NSCLC. J Pathol. 2016;240:184‐196.2739142210.1002/path.4767

# Supplementary material for: Far upstream element‐binding protein 1 confers lobaplatin resistance by transcriptionally activating PTGES and facilitating the arachidonic acid metabolic pathway in osteosarcoma
**Source:** MedComm (2020). 2023 May 9;4(3):e257. doi: 10.1002/mco2.257
**Supplement:** Supplementary file 1 — Supporting Information

**Far upstream element-binding protein 1 confers lobaplatin resistance by transcriptionally activating PTGES and facilitating the arachidonic acid metabolic pathway in osteosarcoma**

**Running title:** **FUBP1 confers lobaplatin resistance in OS**

Qiong Ma^1,2#^, Jin Sun^2#^, Huan Wang^2#^, Chengpei Zhou^2^, Chenyu Li^2^, Yonghong Wu^2^, Yanhua Wen^2^, Xiaoyu Zhang^2^, Xingguang Ren^2^, Zheng Guo^2*^, Li Gong^1*^, Wei Zhang^1*^

Li Gong:

Zheng Guo:

**^#^Qiong Ma, Jin Sun, Huan Wang contributed equally.**

**Supplementary Tables**

**Table S1. Clinical pathological features and demographics of osteosarcoma patient cohorts**

OS: osteosarcoma

**Table S2. Candidate intersection gene list of ChIP-seq and RNA-seq**

| **Gene ID** | **Gene Name** | **Log_2_ Fold Change** | **P value** | **Up/Down** | **Gene description** |
| --- | --- | --- | --- | --- | --- |
| ENSG00000198353 | HOXC4 | 3.045 | 2.863E-30 | Down | homeobox C4 |
| ENSG00000196562 | SULF2 | 2.680 | 2.835E-24 | Down | sulfatase 2 |
| ENSG00000148344 | PTGES | 2.678 | 1.335E-231 | Down | prostaglandin E synthase |
| ENSG00000259207 | ITGB3 | 2.058 | 0.000106 | Down | integrin subunit beta 3 |
| ENSG00000148180 | GSN | 1.891 | 2.687E-72 | Down | gelsolin |
| ENSG00000116701 | NCF2 | 1.690 | 0.0000563 | Down | neutrophil cytosolic factor 2 |
| ENSG00000146674 | IGFBP3 | 2.076 | 2.344E-20 | UP | insulin like growth factor binding protein 3 |
| ENSG00000173599 | PC | 1.109 | 2.360E-45 | Down | pyruvate carboxylase |

**Table S3. Information of GO enrichment analysis**

| **Category** | **Term ID** | **Term description** | | **PP value** |
| --- | --- | --- | --- | --- |
| BP (Biological Process) | GO:0043062 | extracellular structure organization | 3.53E-07 | |
|  | GO:0030198 | extracellular matrix organization | 1.01E-06 | |
|  | GO:0010469 | regulation of signaling receptor activity | 5.85E-06 | |
|  | **GO:0033559** | **unsaturated fatty acid metabolic process** | **3.38 E-05** | |
|  | **GO:0006636** | **unsaturated fatty acid biosynthetic process** | **3.43 E-05** | |
| CC (Cellular Component) | GO:0031012 | extracellular matrix | 1.24E-07 | |
|  | GO:0005578 | proteinaceous extracellular matrix | 6.42E-06 | |
|  | GO:0005788 | endoplasmic reticulum lumen | 5.43 E-05 | |
| MF (Molecular Function) | GO:0005520 | insulin-like growth factor binding | 1.34E-06 | |
|  | GO:0019838 | growth factor binding | 2.35E-06 | |
|  | GO:0048018 | receptor ligand activity | 4.93E-06 | |
|  | GO:0030545 | receptor regulator activity | 5.04 E-06 | |
|  | GO:0019955 | cytokine binding | 4.18 E-05 | |
|  | GO:0004896 | cytokine receptor activity | 4.98 E-05 | |
|  | GO:0001968 | fibronectin binding | 5.75 E-05 | |
|  | GO:0050840 | extracellular matrix binding | 8.23 E-05 | |
|  | GO:0005125 | cytokine activity | 0.00015 | |
|  | GO:0001664 | G-protein coupled receptor binding | 0.00039 | |

**Table S4. Information of KEGG enrichment analysis**

| **KEGG ID** | **Term description** | **P value** |
| --- | --- | --- |
| hsa04060 | Cytokine-cytokine receptor interaction | 2.09E-05 |
| hsa04115 | p53 signaling pathway | 4.58E-05 |
| hsa04151  hsa05165  hsa04974  hsa04512  hsa04721 | PI3K-Akt signaling pathway  Human papillomavirus infection  Protein digestion and absorption  ECM-receptor interaction  Synaptic vesicle cycle | 5.65E-05  0.00033  0.0018  0.0021  0.0035 |
| hsa04934 | Cushing syndrome | 0.0055 |
| hsa04514 | Cell adhesion molecules (CAMs) | 0.0068 |
| hsa04630 | JAK-STAT signaling pathway | 0.0075 |
| hsa04080 | Neuroactive ligand-receptor interaction | 0.0076 |
| hsa05162 | Measles | 0.0097 |
| hsa05323 | Rheumatoid arthritis | 0.011 |
| hsa04924 | Renin secretion | 0.011 |
| hsa04550 | Signaling pathways regulating pluripotency of stem cells | 0.012 |
| **hsa00590** | **Arachidonic acid metabolism** | **0.012** |
| hsa05163 | Human cytomegalovirus infection | 0.019 |
| hsa04145 | Phagosome | 0.020 |
| hsa05200 | Pathways in cancer | 0.022 |
| hsa04142 | Lysosome | 0.029 |
| hsa05169 | Epstein-Barr virus infection | 0.031 |
| hsa04390 | Hippo signaling pathway | 0.031 |
| hsa03320 | PPAR signaling pathway | 0.033 |
| hsa04727 | GABAergic synapse | 0.033 |
| hsa04657 | IL-17 signaling pathway | 0.034 |
| hsa05217 | Basal cell carcinoma | 0.037 |
| hsa05219 | Bladder cancer | 0.038 |
| hsa04350 | TGF-beta signaling pathway | 0.038 |
| hsa04926 | Relaxin signaling pathway | 0.039 |
| hsa04261 | Adrenergic signaling in cardiomyocytes | 0.042 |
| hsa04724 | Glutamatergic synapse | 0.045 |
| hsa04950 | Maturity onset diabetes of the young | 0.047 |

**Table S5. siRNA and shRNA sequences of *FUBP1* and *PTGES***

| ***FUBP1*** | **RNAi#1** | 5′ -GGUGUUCGC AUUCAGUUUATT-3′ (sense) |
| --- | --- | --- |
|  |  | 5′ -UAAAC UGAAUGCGAACACCTT-3′ (antisense) |
|  | **RNAi#2** | 5′ -GGUGCUGACAAACCUCUUATT-3′ (sense) |
|  |  | 5′ -UAA GAGGU UUGUCAGCACCTT-3′ (antisense) |
|  | **RNAi#3** | 5′ -CGGCA ACUCAUAGAAGAAATT-3′ (sense) |
|  |  | 5′ -UUUCUUCUAUG AGUUGCCGTT-3′ (antisense) |
|  | **shRNA#1** | 5′ -GGUGUUCGC AUUCAGUUUATT-3′ (sense) |
|  |  | 5′ -UAAAC UGAAUGCGAACACCTT-3′ (antisense) |
|  | **shRNA#2** | 5′ -GGUGCUGACAAACCUCUUATT-3′ (sense) |
|  |  | 5′ -UAA GAGGU UUGUCAGCACCTT-3′ (antisense) |
| ***PTGES*** | **RNAi#1** | 5′ -GCUUCGUCUACUCCUUUCUTT-3′ (sense) |
|  |  | 5′ -AGAAAGGAGUAGACGAAGCTT-3′ (antisense) |
|  | **RNAi#2** | 5′ -CUGCUGGUCAUCAAGAUGUTT-3′ (sense) |
|  |  | 5′ -ACAUCUUGAUGACCAGCAGTT-3′ (antisense) |

**Table S6. Primers used in the study**

| **Real-Time Quantitative Reverse Transcription PCR** | |
| --- | --- |
| **FUBP1** | F: 5’-CAACCAGATGCTAAGAAAGTTGC-3’ |
|  | R: 5’-CCTCCTCTGCCAATTATGAATCC-3’ |
| **IGFBP3** | F: 5’-GCCAGCTCCAGGAAATGCTA-3’ |
|  | R: 5’-GGGGTGGAACTTGGGATCAG -3’ |
| **PC** | F: 5’-GACGGCGAGGAGATAGTGT-3’ |
|  | R: 5’-TGGCAATCTCACCTCTGTTGG-3’ |
| **PTGES** | F: 5’-CCCAAGGTTTGAGTCCCTCC-3’ |
|  | R: 5’-CCCATCAAGGGGACATTTGC-3’ |
| **GSN** | F: 5’-GCACGGAGAGGAACCAAGAA-3’ |
|  | F: 5’-CGGCAAGTCATTCCAGGTCT-3’ |
| **ITGB3** | F: 5’-ACCAGTAACCTGCGGATTGG-3’ |
|  | F: 5’-CTCATTGAAGCGGGTCACCT-3’ |
| **NCF2** | F: 5’-CAGGTCATGCCAGGGAACAT-3’ |
|  | F: 5’-GGAACTAGGAGGAGCTGGGA-3’ |
| **HOXC4** | F: 5’-TCTCTTCCTTCCCgACCCTC-3’ |
|  | F: 5’-AGGAAGAGCCTGGGAGAGAG-3’ |
| **SULF2** | F: 5’-TCGAAACATGGACCTGGATGG-3’ |
|  | F: 5’-TCATTGCCTGTGCAGTCAGG-3’ |
| **GAPDH** | F: 5’-CTCCTCCACCTTTGACGCTG-3’ |
|  | R: 5’-TCCTCTTGTGCTCTTGCTGG-3’ |

**Table S7. Antibodies and chemicals used in the study**

| Antibody | Catalogue | Producer | Application |
| --- | --- | --- | --- |
| FUBP1(1) | Ab181111 | Abcam | WB, 1:2000  IHC, 1:500  IF, 1:250 |
| FUBP1(2) | 24864-1-AP | Proteintech | ChIP, 1:200 |
| Histone H3 | Ab4729 | Abcam | 2 µg for 25 µg of chromatin |
| cleaved-PARP | 94885 | Cell Signaling | WB, 1:1000 |
| cleaved-caspase 9 | 20750 | Cell Signaling | WB, 1:1000 |
| cleaved-caspase 3 | AF7022 | Affinity | WB, 1:500  IHC, 1:50 |
| PTGES | 160140 | Cayman chemicals | WB, 1:200  IHC, 1:50 |
| Ki-67 | 9449T | Cell Signaling | IHC, 1:200 |
| CYP2C19 | ab137015 | Abcam | IHC, 1:100 |
| GAPDH | 60004-1-Ig | Proteintech | WB, 1:20000 |
| α-Tubulin | 66031-1-Ig | Proteintech | WB, 1:20000 |
| β-actin | 81115-1-RR | Proteintech | WB, 1:10000 |
| Anti-mouse IgG | 7076S | Cell Signaling | WB, 1:3000 |
| Anti-rabbit IgG | 7074S | Cell Signaling | WB, 1:3000 |
| CoraLite488-conjugated Goat Anti-Rabbit IgG (H+L) | SA00013-2 | Proteintech | IF, 1:200 |
| Lobaplatin | 135558-11-1 | MCE | 5-80 μg / mL |

**Supplementary figures**

**
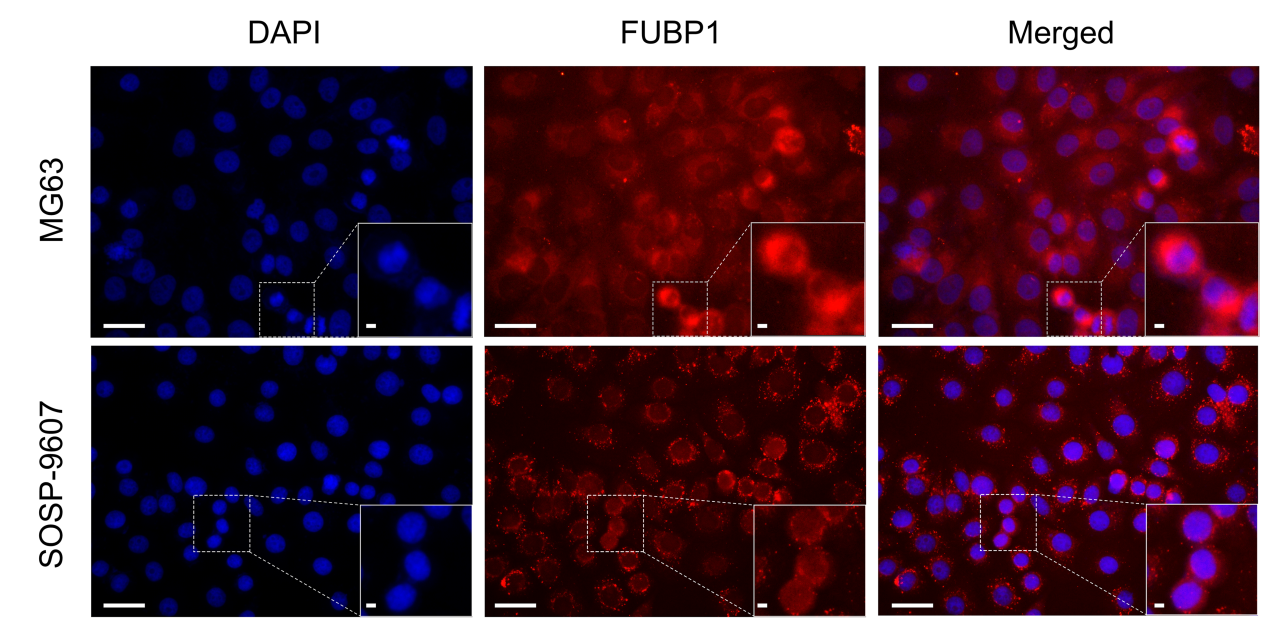
**

**Figure S1.** RNA FISH analysis showed that FUBP1 was predominantly located in the nuclei of MG63 and SOSP-9607 osteosarcoma cells (scale bars=50 μm, scale bars= 3.125 μm).

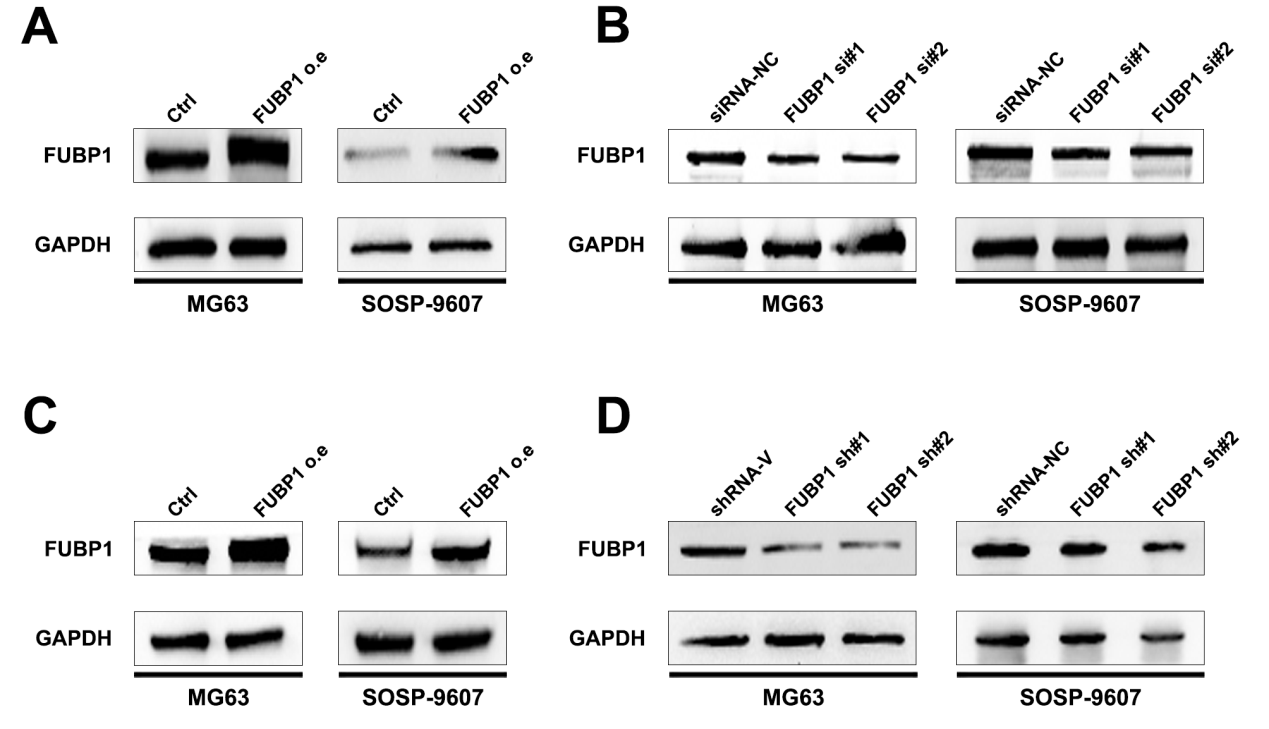

**Figure S2.** Western blotting analysis of FUBP1 levels in the indicated cells. GAPDH was used as a loading control. The expression level of FUBP1 in osteosarcoma cells that were transfected with the overexpression plasmids **(A)** and siRNAs **(B)** for FUBP1. The expression level of FUBP1 in osteosarcoma cells that were infected with lentiviruses stably overexpressing **(C)** and knocking down **(D)** FUBP1.

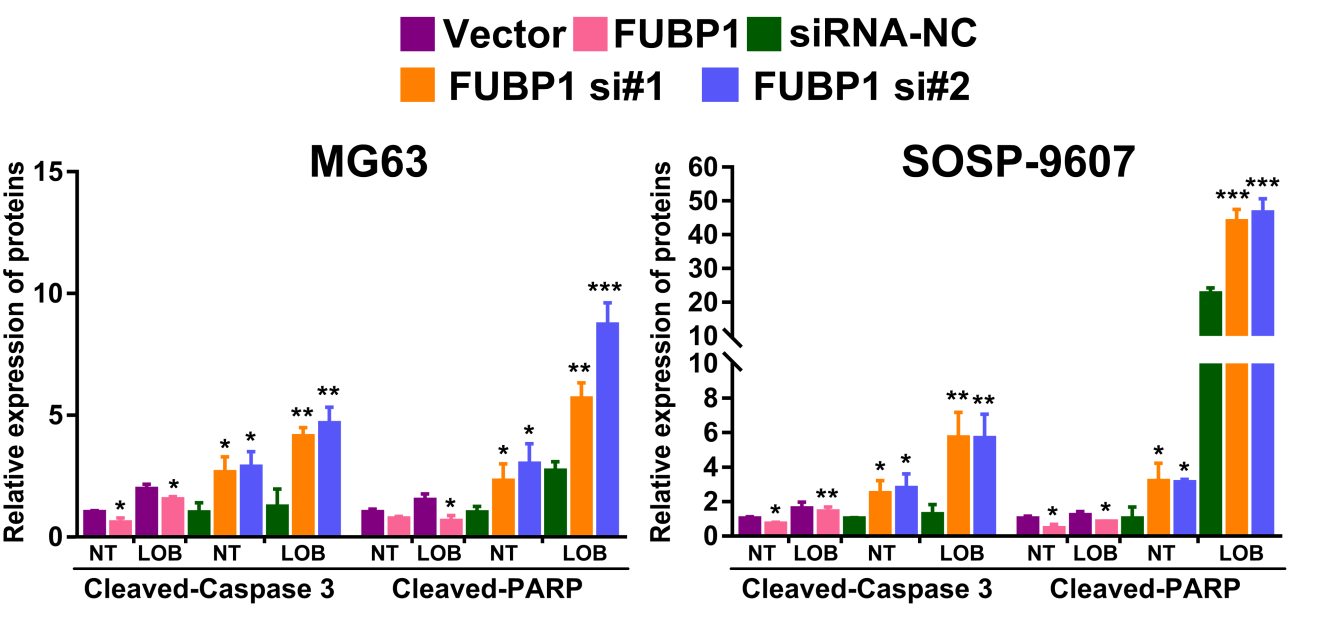

**Figure S3.** Statistical analyses of western blotting results of cleaved caspase 3 and cleaved PARP in the indicated osteosarcoma cells.

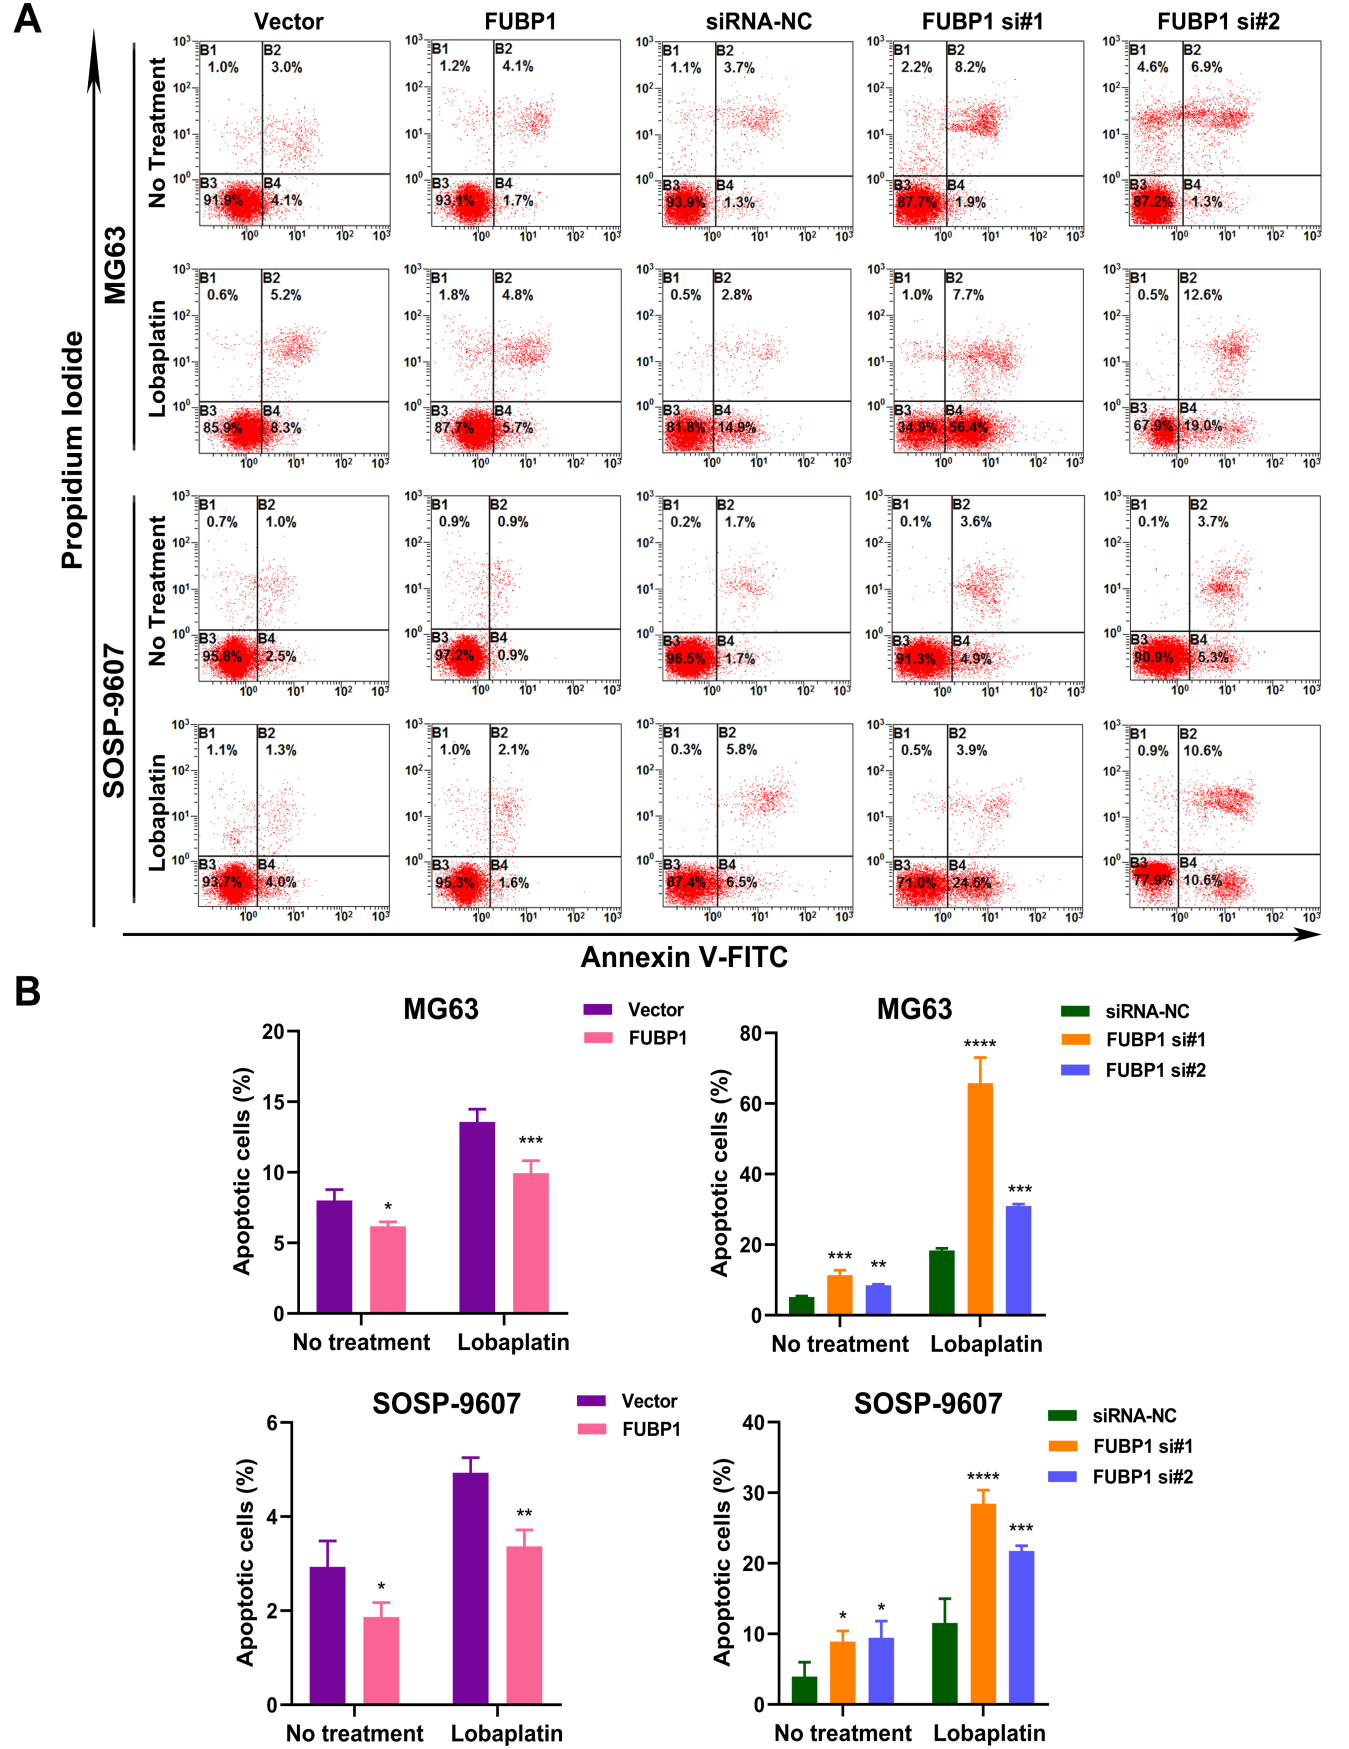

**Figure S4.** The apoptosis rates of MG63 and SOSP-9607 cells treated with or without lobaplatin for 24 h were detected using Annexin V-FITC and PI staining. **A,** Annexin V-FITC and PI staining of the indicated cells. **B,** Statistical analysis of the apoptosis rates in each group. FITC, fluorescein isothiocyanate; PI, propidium iodide.

**
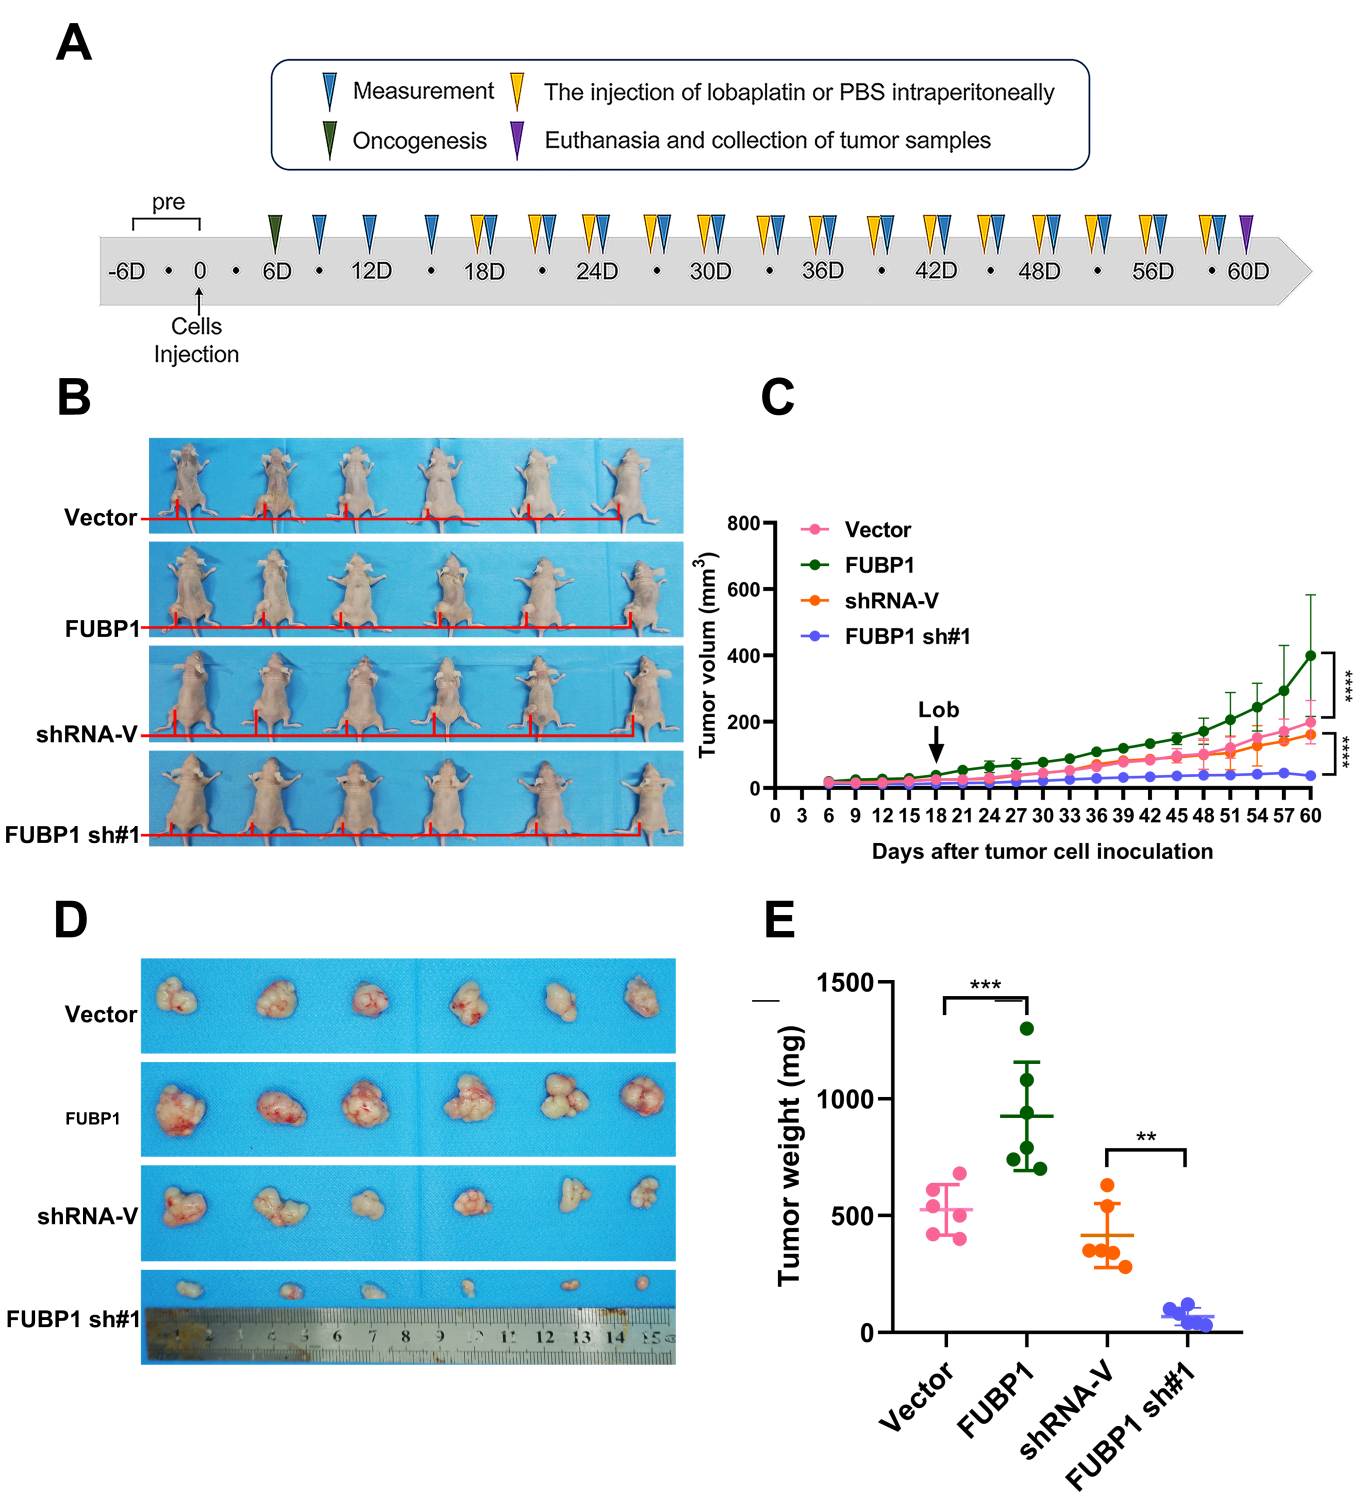
**

**Figure S5.** FUBP1 conferred lobaplatin resistance in SOSP-9607 osteosarcoma cells *in vivo*. **A,** Schematic of the tumor xenograft experiment. The indicated osteosarcoma cells were injected subcutaneously into nude mice, which were then subjected to intraperitoneal treatment with lobaplatin (3 mg/kg) twice per week. **B,** Representative images of tumor-bearing mice inoculated with the indicated cells and then treated with lobaplatin. **C,** The entire tumors were acquired from the nude mice in each group. **D,** Tumor volumes were measured and recorded on the indicated days. **E,** Tumor weights were recorded and are indicated as the means±SEMs.

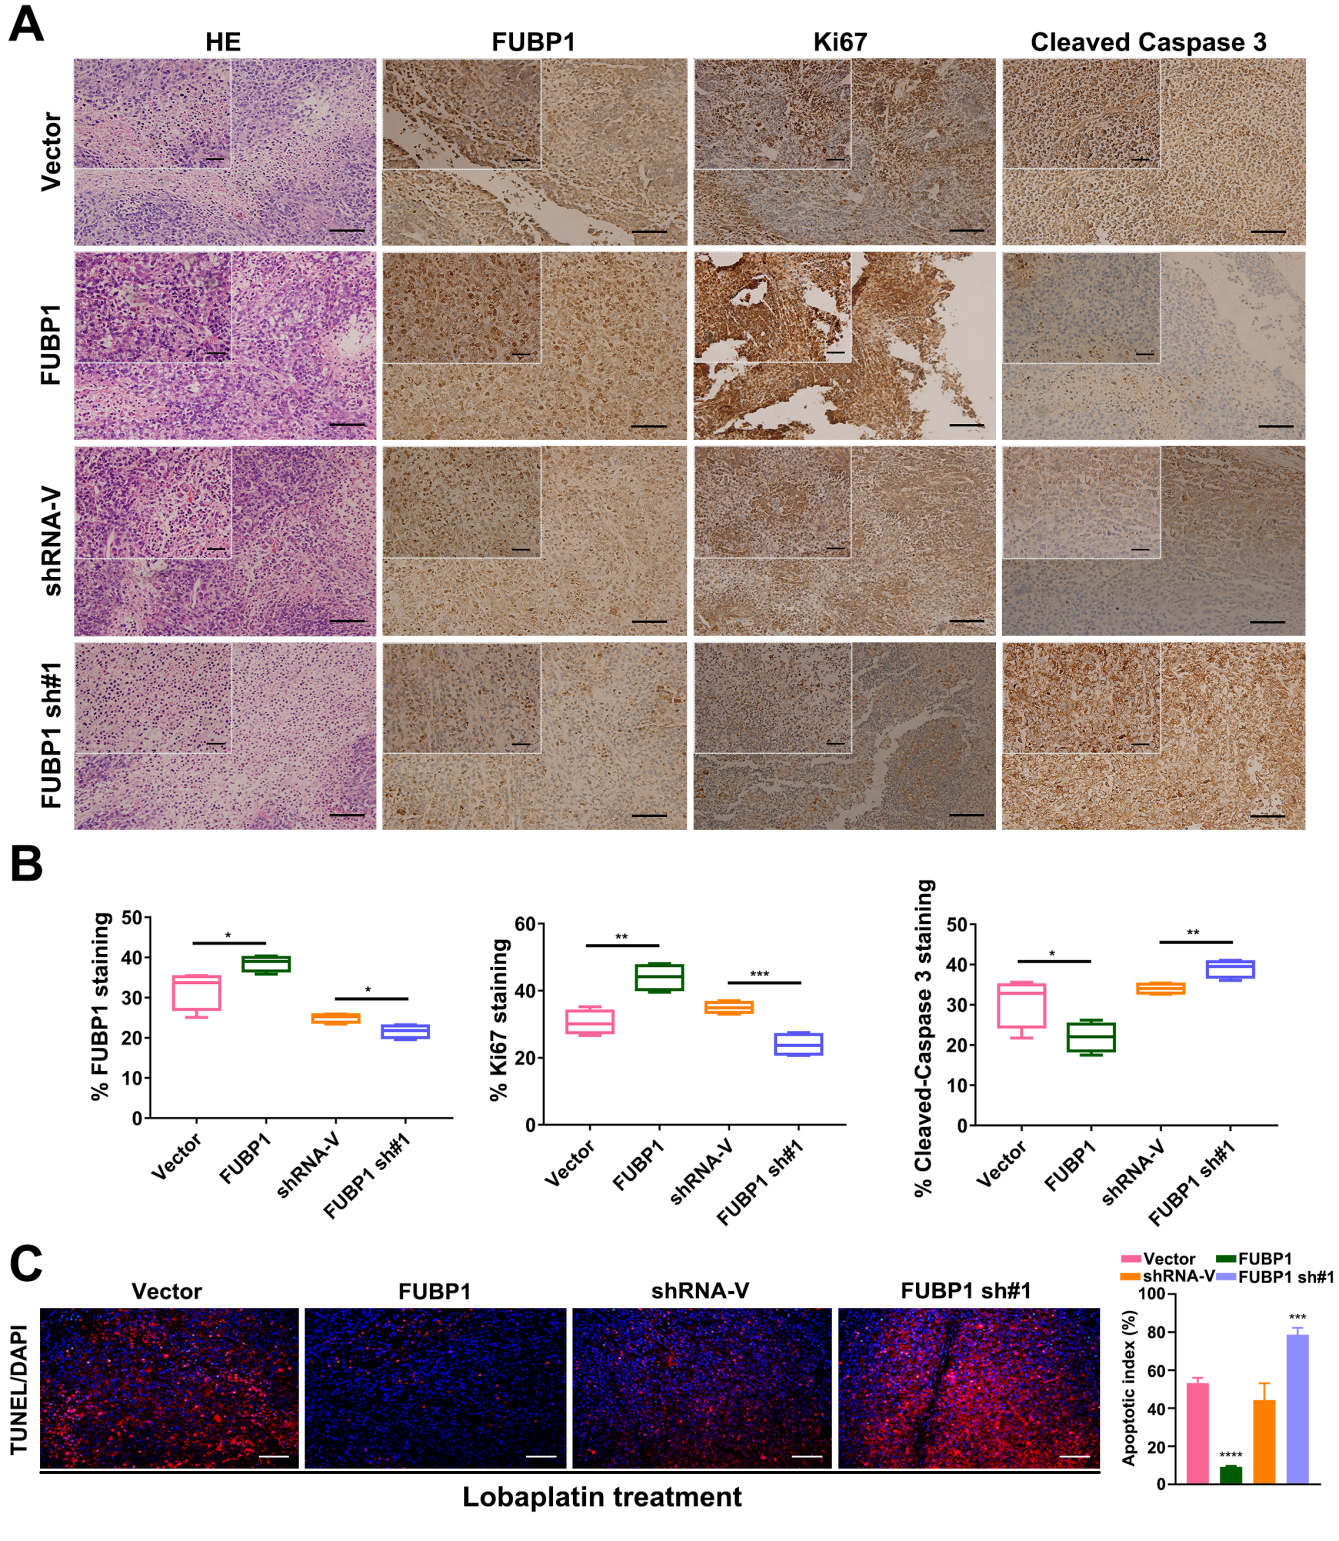

**Figure S6.** Immunohistochemical staining and TUNEL staining of xenograft tumor tissues with SOSP-9607 osteosarcoma cells. **A,** Hematoxylin-eosin staining and immunohistochemical staining with antibodies against FUBP1, Ki67, and cleaved caspase-3 were performed on xenograft tumor tissue sections (×400, scale bars=50 μm; ×200, scale bars=100 μm). **B,** Box-and-whisker plots showing the mean values ± SEMs of Ki67 and cleaved caspase 3 staining from each group of mice (n = 6). **C,** After fixation with paraformaldehyde, TUNEL staining assays demonstrated cell apoptosis in the indicated tissues (scale bars=100 μm). * P <0.05, ** P <0.01, *** P <0.001, **** P <0.0001.

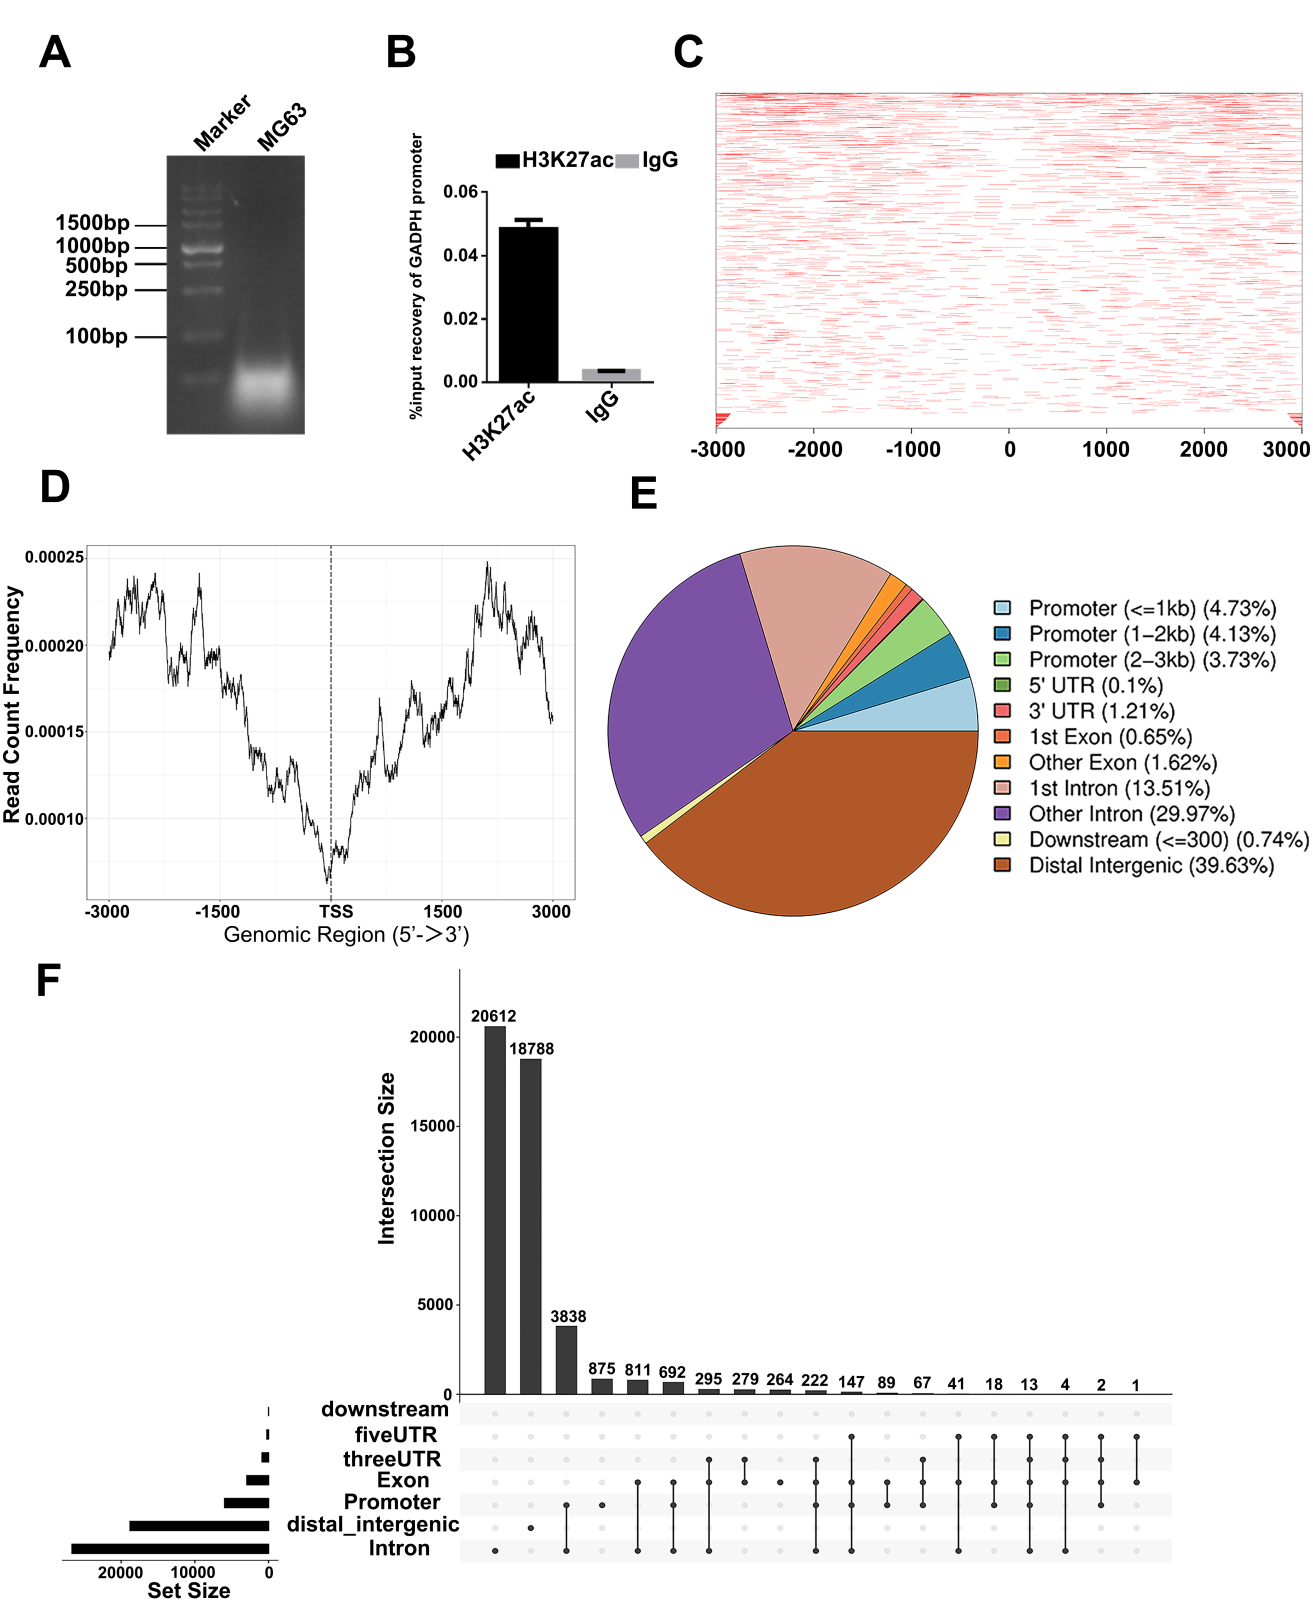

**Figure S7.** The enrichment intensity distribution of reads based on the well-constructed chromatin immunoprecipitation assay system to explore FUBP1-binding DNAs. **A,** Agarose gel electrophoresis showed that most of the DNA fragments caused by chromosome breaks in osteosarcoma cells were concentrated at 100-500 bp. **B,** Real-time PCR analysis of GAPDH promoter levels in the positive control H3K27ac and negative control rabbit IgG. **C,** A heatmap showing the enrichment intensity distribution of reads near the transcriptional start site. **D,** Summary plot for the enrichment intensity distribution of reads near the transcriptional start site. **E,** Peak distribution ratio of gene structural elements. **F,** UpSetplot of peaks on structural elements in genes.

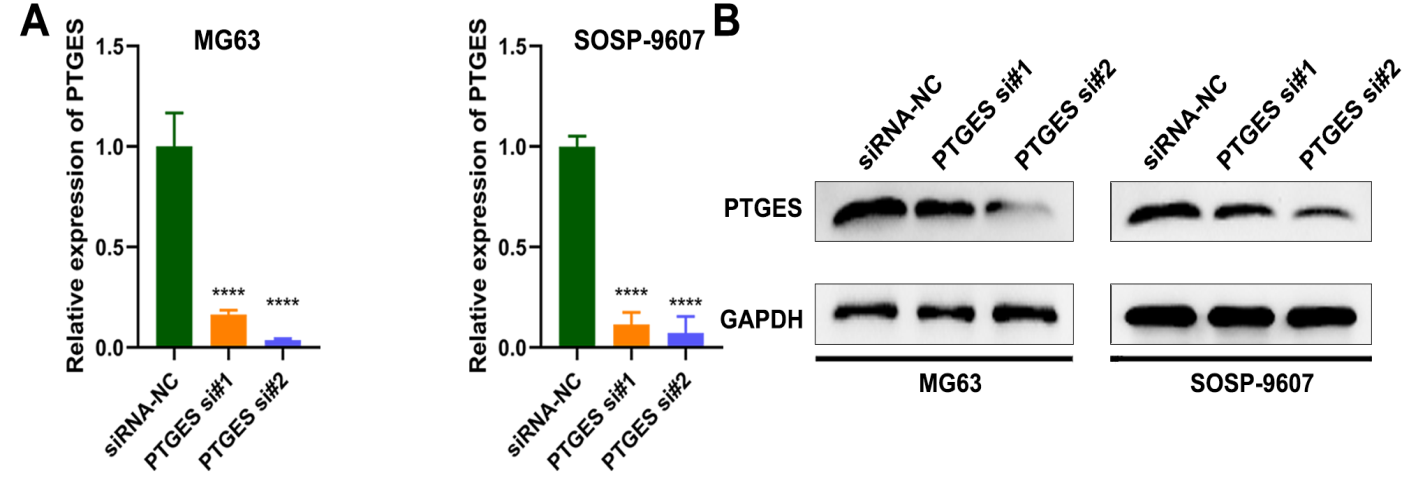

**Figure S8.** Real-time PCR **(A)** and western blotting **(B)** analyses of PTGES levels in the indicated osteosarcoma cells. GAPDH was used as a control.

How the deposited data were processed for this re-analysis (not part of the article)

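RNA from MG63 osteosarcoma cells was sequenced by the authors 48 h after transfection with siRNA against FUBP1 (siFUBP1, 3 samples) or a negative control (siMock, 3 samples). Samples were grouped by their deposited titles, and all 6 were used. The authors deposited one table of 58735 genes. It holds read counts per gene without normalization, made by the authors with programs, and a use of the strand, that the paper's text does not state. The FPKM values were computed by the authors from the counts, the gene length and a library size scaled by a factor of its own for each sample. The signal columns deposited by the authors, named as the group means of their comparison, were taken to be means of normalized counts and were not used here. The authors' deposited log2 fold changes come from DESeq2. The authors' deposited p-values come from the same DESeq2 comparison, and 6747 genes carry an adjusted p-value of 1 there. Gene identifiers and coordinates match GENCODE release 29 (Ensembl 94, GRCh38).

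Counts were compared with edgeR 4.0.16 in R 4.3.3: TMM normalization, edgeR's expression filter with the group, the quasi-likelihood fit with robust estimation and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the 16116 genes tested. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 1. Total counts were between 16309900 and 17484313 per sample. The TMM factors lay between 0.959 and 1.05, and the common dispersion was 0.00684. No pair of samples held identical counts, and every pair differed by more than the sampling noise, with a chi-square per gene of at least 5.87. Limits from counts cover counting error only.

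The test was checked on simulated counts with 200 genes changed: 96.5% of them were recovered, with 2 false calls among 15824 genes tested. DESeq2 recovered 96.5% with 2 false calls among 16116 genes, and limma on log2(FPKM + 1) 77.5% with 0. The changes given were all larger than the fold change threshold, and the other genes did not change. In the real data 60.2% of the tested genes had an adjusted p below 0.05 by edgeR. The simulation therefore does not test the normalization with so many changes, nor the errors near the threshold. The correction for GC content and transcript length was tested on simulated counts with a trend on GC content added. Among 15792 genes it reduced Spearman's rho with GC content from 0.931 to 0.00801 and the false calls from 1513 to 3, and 96% of the changed genes were recovered. The seed test was tested on shuffled fold changes by giving a fall of 0.5 to the genes with a site. It found the fall for each of the 3 guides before adjustment. For RNAi#3 the permutation p was 0.0476, the smallest that its 20 shuffled seeds can give. The fall given was larger than the difference of -0.27 measured for RNAi#2, so smaller falls were not tested.

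Genes named in the text follow a rule set before the data were examined: a fixed list of genes the paper names, relatives of FUBP1 and genes of the pathway the paper studies, each called gene of the arachidonic acid list, and the 5 protein-coding genes with the largest change in each direction among called genes with a mean of at least 100 counts and groups that do not overlap. Others are said to be chosen after their values were seen. CYP2C19, on the fixed list, had a count of 0 in every sample. In the shallowest sample a count of 0 allows up to 0.184 CPM when the TMM factor is left out of the library size. CYP2C19 shares 1464 exonic bases with AL583836.1 on the same strand and 478 with MTND4P19 on the opposite strand. Its count is uncertain there, and the limit does not cover reads left uncounted because of the overlap. PTGER2 had at most 1 read per sample, so neither CYP2C19 nor PTGER2 was tested. A set of 5 gene lists was written from memory before the data were examined, among them arachidonic acid metabolism (62 genes), unsaturated fatty acid biosynthesis (41), interferon-stimulated genes (40) and extracellular matrix (52). The results of 1 further list and of 3 genes of the fixed list are not reported here. The lists were tested by one-sided Fisher's exact test and by camera (limma 3.58.1, preset correlation 0.01), with fry and an estimated correlation beside it. A further 3 lists were written after the largest changes had been seen, leaving out the genes already seen: ATF4 target genes (31), ER chaperones (15) and nuclear cytochrome c oxidase subunits other than COX8A (10).

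Matches to the siRNA guides were sought in the 3-prime UTR of 1 transcript per gene (12530 genes), and the median log2 fold change of genes with an 8mer site (guide positions 2 to 8 and an A) was set against that of genes with no 6mer site. Shuffled seeds of the same composition gave the null, as a permutation test. The GC and length correction fitted a smooth trend (span 0.3) on genes with a mean of at least 50 counts, and 99.96% of the tested genes had a GC value. Alternatives tried were other scalings, other filters, DESeq2 1.42.0, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other thresholds, the replicate number as a block and leaving out each sample in turn. The ChIP-seq, PCR, protein and animal experiments of the paper were not analysed here.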

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

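The gene lists for ATF4 targets, ER chaperones and cytochrome c oxidase subunits and the tests on COX8A were chosen only after the largest changes had been seen, and the passenger strands, the GC and length correction of the seed difference and its values with samples left out were added after the data were seen.

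Genes with an 8mer site for the guide of RNAi#2 (ACCTCTTA) in their 3-prime UTR were lower after FUBP1 knockdown than genes with no site, a signal the paper does not report on. The median log2 fold change was -0.24 over 301 genes with a site and 0.0303 over 7494 genes with none, a difference of -0.27. None of 139 shuffled seeds gave a difference as low (permutation test, p = 0.00714, the smallest that they can give, adjusted p = 0.0214 over 3 siRNAs). The differences for the other guides, 0.0855 for RNAi#1 (permutation p = 0.224) and 0.13 for RNAi#3 (permutation p = 0.762), lay within those of the shuffled seeds, whose medians were 0.12 and 0.10. A seed effect of these guides was not detected and stays open, since a small one could lie within that spread, RNAi#1 was on the low side of it (permutation p from 0.0762 to 0.248 over the alternatives) and RNAi#3 had only 20 shuffled seeds. For RNAi#2 the difference was -0.31 after correction for GC content and transcript length, and it stayed between -0.31 and -0.24 with each sample left out. For its passenger strand it was -0.0711 (permutation p = 0.174). Of the genes with an 8mer site, 16.3% were called lower, against 7.82% of the genes with no 6mer site. The pattern is consistent with RNAi#2 having been among the sequenced siRNAs and having acted on other transcripts through its seed, as a hypothesis. It could account for a part of the lower genes, since 18.1% of the 1154 lower genes with a 3-prime UTR hold a 7mer site, against 12.1% of the others. Direct cleavage at longer complementary stretches is argued against: 0 of 151 genes that fell further than FUBP1 hold a stretch of at least 15 complementary bases, against 1 of 15957 other genes, and a stretch of at least 11 bases is held by 3.31% against 3.42%. The 3-prime UTR of PTGES holds 0 seed matches of the 3 guides, which argues against a direct seed effect there. An indirect effect through other transcripts lowered by the siRNA stays open for the fall of PTGES in these samples, since no comparison here separates the siRNAs. The paper also has evidence that does not rest on an siRNA. It reports higher PTGES in cells overexpressing FUBP1, and more activity of a PTGES promoter reporter with FUBP1 in HEK293T cells.

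COX8A, chosen after its values were seen, had a log2 fold change of -3.21 (adjusted p = 2.24e-15 from edgeR), lower in 3 of 3 siFUBP1 samples than in every siMock sample, and the paper does not discuss it. A general fall of cytochrome c oxidase subunits is argued against: the other 10 nuclear subunits had a median log2 fold change of -0.11, from -0.40 to 0.0518 (camera adjusted p = 0.527 over 3 lists), and 0 were called, with 4 at an unadjusted p under 0.05. The 3-prime UTR of COX8A, of 223 bases, holds 2 seed matches of RNAi#2, and so do those of VAMP3, TST and BMF, which were also noticed for their falls. With these 4 genes left out, the median log2 fold change was -0.27 over 226 genes with at least 2 sites and -0.15 over 1361 genes with 1. The difference was -0.12, as low for 3 of 139 shuffled seeds (permutation p = 0.0286, not adjusted over the 3 guides). For RNAi#1 it was -0.00430 (permutation p = 0.167) and for RNAi#3 -0.00283 (permutation p = 0.0952). A seed effect of RNAi#2 is a candidate explanation for the fall of COX8A, though the medians of genes with its sites are far smaller than that fall. An effect of FUBP1 stays open.

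ATF4 target genes, which the paper does not discuss, were higher after FUBP1 knockdown. Over 31 genes that had not been seen beforehand the median log2 fold change was 1.05, with 26 genes higher and 17 called, 16 of them higher. The camera adjusted p was 6.34e-16 over 3 lists and the fry p 4.42e-04, and with an estimated correlation p was 0.0574. A rise of ER chaperone genes as a set, the mark of an unfolded protein response, is argued against, since 15 of them had a median of 0.0472 (camera adjusted p = 0.527) and ranged from -0.72 to 0.54, all below the median of the ATF4 target genes. None of the chaperones was called, 8 were at an unadjusted p under 0.05, and 10 were higher, so a smaller response of some of them stays open. Bias from GC content and transcript length is argued against too, with a median of 1.09 after correction. Stress signalling through ATF4 may follow from the loss of FUBP1 or from an effect of the siRNA on other transcripts, and no value here separates these.

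Interferon-stimulated genes, outside those the paper discusses, were lower after FUBP1 knockdown. Of 33 tested genes 29 were lower, 15 were called, all lower, and the median log2 fold change was -0.96 (camera adjusted p = 3.72e-07 over 5 lists, fry p = 7.19e-04, p = 0.104 with an estimated correlation). Adjusted over the list alone, 15 were called. The median was -0.96 after correction for GC content and transcript length, which argues against that bias. An interferon response to the control RNA in siMock cells and a fall caused by the knockdown cannot be told apart: interferon beta and lambda transcripts had 1 count in siMock and 0 in siFUBP1, too few to decide. An effect of the siRNA on other transcripts, left open above for the ATF4 target genes, is not separated here either.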

How the results depend on the processing

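The splits of the samples, the correction for GC content and length, the removal of mitochondrial genes, the passenger strands and leaving samples out of the seed and span results were chosen after the data were seen, and the other alternatives were set before the data were examined.

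FUBP1 and PTGES kept their direction and side of the threshold under all 16 alternatives, with log2 fold changes from -2.58 to -2.31 and from -2.74 to -2.62. So did the interferon-stimulated genes, with a median from -1.05 to -0.58.

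The number of called genes depended on the threshold, the scale and the filter on counts. With no threshold on the fold change 4844 genes were higher and 4851 lower, with edgeR's test against a log2 fold change of 1 there were 515 and 684, and with limma on log2(FPKM + 1) there were 480 and 614. The last scale shrinks the change of low genes by its construction. With at least 10 counts in every sample 889 genes were higher and 1086 lower, and without a filter 1628 and 1716. More genes were higher than lower with upper quartile scaling (1440 and 1362) and with the GC and length correction (1340 and 1331). Leaving out each of the 6 samples in turn gave 1280 to 1451 higher and 1475 to 1608 lower genes. Only 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many called genes, and the others gave 0, with 49 to 168 genes at an unadjusted p under 0.05. With 10 splits the share cannot be under 0.1. Each split other than the real one mixes siMock and siFUBP1 samples in both groups, so the knockdown difference adds to the spread within them. Their 0 calls therefore do not measure the rate of false calls. After correction for GC content and transcript length 2671 genes were called, 2321 of them also called without it, and without mitochondrial genes 2788 were called.

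The median of the arachidonic acid list was close to its threshold. It was -0.12 (camera adjusted p = 0.0762) without a filter on counts, -0.22 (0.126) with at least 10 counts in every sample, -0.0230 (0.141) with limma on log2(FPKM + 1) and -0.10 (0.118) with log2(FPKM + 0.1). It ranged from -0.38 to -0.21 with each sample left out, and lost significance without siMock replicate 1 (-0.27, 0.0693) and without siFUBP1 replicate 1 (-0.32, 0.0531). Its overlap with called genes lost significance with limma on log2(FPKM + 1) (odds ratio 2.67, adjusted p = 0.0735 by the exact test), with no fold change threshold (1.82, 0.161) and with the test against a fold change (2.49, 0.0682), and was 2.67 to 3.42 with each sample left out. The overlap of the unsaturated fatty acid list did so with no fold change threshold (1.52, 0.217) and without siMock replicate 2 (1.74, 0.115), within 1.74 to 3.06 across the samples left out. The cause was not tested.

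The extracellular matrix list, whose median of -0.18 was not past its threshold, changed sign without a filter (0.0149), with DESeq2 (0.00776), with limma on log2(FPKM + 1) (0.00286) and log2(FPKM + 0.1) (0.0180) and after the GC and length correction (0.10), and ranged from -0.18 to -0.0287 with each sample left out, the value nearest 0 being that without siMock replicate 2. KHSRP was 0.0422 with upper quartile scaling, 0.0143 without a filter, 0.00331 with at least 10 counts in every sample, 0.00688 with DESeq2, 0.00732 and 0.00748 with the FPKM scales and 0.20 after the GC and length correction, where its adjusted p was 0.00369 in a range from 0.00369 to 0.995 by edgeR, DESeq2 or limma, and it lay between -0.0483 and 0.0282 with each sample left out, above 0 without siMock replicates 1 or 2 and without siFUBP1 replicates 2 or 3. The cause was not tested for either. Over 36 named genes other than FUBP1 and PTGES, 541 of 570 values kept direction and their side of an adjusted p of 0.05, 17 were weaker, 1 stronger (FUBP3 with the GC and length correction) and 11 of the opposite sign, all of them KHSRP. With the fold change threshold included, 28 of the 474 values of the 30 called genes among them were not called, from 11 genes and 10 of them with limma on log2(FPKM + 1), and 1 value, that of PTGS2 without siMock replicate 1, was called where it had not been. TBXAS1, with 73 reads in all, accounts for 8 of the weaker ones, and whether its depth is the cause was not tested.

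The seed difference of RNAi#2 was -0.0711 for the passenger strand, and -0.31 to -0.24 for the guide with each sample left out. That of RNAi#1 was -0.0700 for its passenger strand and -0.00741 after the GC and length correction, and 0.0362 to 0.12 with each sample left out, the lowest without siMock replicate 1 and 0.0530 without siFUBP1 replicate 3. Spearman's rho across genes between log2 fold change and genomic span was 0.0314, 0.0524 on genes with a mean of at least 100 counts, and 0.00574 to 0.0472 with each sample left out, the lowest without siMock replicate 1 and the highest without siFUBP1 replicate 1.

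The samples share only a replicate number: the correlations of the deviations of same-numbered samples were -0.00469, 0.0171 and 0.123. With the replicate number as a block, 1324 genes were higher and 1469 lower, 1301 and 1458 of them shared with the fit without the block.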

Differences from the paper's values

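The alternatives in this part were set before the data were examined, and the counts taken from the authors' deposited table were chosen after it had been seen.

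The paper gives 28993 as the number of genes identified, against 16116 genes tested here after edgeR's expression filter. Without a filter, with DESeq2 and with limma on log2(FPKM + 1) or log2(FPKM + 0.1), 31703 genes were tested, within 1.5 times the paper's number. DESeq2 gave no adjusted p for 11065 of these genes. With the other scalings, the filter of at least 10 counts in every sample, the replicate block and each sample left out, the number stayed further from it, from 14285 to 16648. The number of genes with at least 2 counts over the 6 samples is 28993.

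For IGFBP3 the paper shows a log2 fold change of about 2.7 in Fig. 4E, read by eye, while its Table S2 gives 2.076 as the paper's value. The value here was 2.07, and none of the alternatives set before the data were examined closed the gap to the figure. The authors' deposited log2 fold change is 2.076, the value of Table S2. The figure therefore differs from the authors' own comparison too, which argues against the processing here as the cause of the gap.

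The legend of Figure 4B names a threshold on p, while the panel names the adjusted p. In the authors' deposited table, the adjusted p with the fold change threshold gives 1290 higher and 1476 lower genes, and the unadjusted p gives 1542 and 1717.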

Other observations

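The trend with GC content and the mitochondrial mRNAs were looked at only after the data had been seen, and the other tests in this part were set beforehand.

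Across the 16116 tested genes, the log2 fold change fell with the GC content of the transcript (Spearman's rho -0.209 across genes, which are not independent replicates). After each sample's counts were corrected for GC content and length the rho was 0.0193 and 2671 genes were called, 2321 of them also called without the correction, which argues against this trend as the cause of most calls. Whether the trend is technical or biological was not tested.

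The log2 fold change had little relation to genomic span (rho 0.0314 across genes). With exonic length held fixed the rho was 0.0942, which argues against transcript length as its origin.

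CDKN1A fell to 16.4% of its siMock level, a log2 fold change of -2.61 (standard error 0.0875, adjusted p = 3.85e-18 from edgeR). It shares 146 exonic bases with DINOL on the opposite strand, so its counts are uncertain there, and its 3-prime UTR holds 1 seed match of RNAi#1 and 1 of RNAi#3. The 35 tested extracellular matrix genes went both ways, with 5 called higher and 7 lower (camera adjusted p = 0.552, odds ratio 2.50, adjusted p = 0.0193 by Fisher's exact test, 12 called when adjusted over the list alone). MYC rose, with a log2 fold change of 1.34 (adjusted p = 1.05e-12 from edgeR), and MKI67 fell, with -0.70 (adjusted p = 3.94e-06 from edgeR), and holds 1 seed match of RNAi#2 and 1 of RNAi#1 in its 3-prime UTR. GAPDH and PARP1, also on the fixed list, were not called, with -0.12 (adjusted p = 0.273) and -0.22 (adjusted p = 0.0135) from edgeR. GAPDH shares 422 exonic bases with a gene on the opposite strand. PARP1 lost significance without siMock replicate 2 (-0.21, adjusted p = 0.0549), siFUBP1 replicate 1 (-0.18, 0.0838) or siFUBP1 replicate 2 (-0.19, 0.0598). All 13 mitochondrial mRNAs were lower, with a median log2 fold change of -0.54.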
